# Prolyl endopeptidase remodels macrophage function as a novel transcriptional coregulator and inhibits fibrosis

**DOI:** 10.1038/s12276-023-01027-8

**Published:** 2023-07-03

**Authors:** Shuang-Zhe Lin, Wei-Jie Wu, Yu-Qing Cheng, Jian-Bin Zhang, Dai-Xi Jiang, Tian-Yi Ren, Wen-Jin Ding, Mingxi Liu, Yuan-Wen Chen, Jian-Gao Fan

**Keywords:** Transcriptional regulatory elements, Kupffer cells, Liver fibrosis

## Abstract

Macrophages are immune cells crucial for host defense and homeostasis maintenance, and their dysregulation is involved in multiple pathological conditions, such as liver fibrosis. The transcriptional regulation in macrophage is indispensable for fine-tuning of macrophage functions, but the details have not been fully elucidated. Prolyl endopeptidase (PREP) is a dipeptidyl peptidase with both proteolytic and non-proteolytic functions. In this study, we found that *Prep* knockout significantly contributed to transcriptomic alterations in quiescent and M1/M2-polarized bone marrow-derived macrophages (BMDMs), as well as aggravated fibrosis in an experimental nonalcoholic steatohepatitis (NASH) model. Mechanistically, PREP predominantly localized to the macrophage nuclei and functioned as a transcriptional coregulator. Using CUT&Tag and co-immunoprecipitation, we found that PREP was mainly distributed in active *cis*-regulatory genomic regions and physically interacted with the transcription factor PU.1. Among PREP-regulated downstream genes, genes encoding profibrotic cathepsin B and D were overexpressed in BMDMs and fibrotic liver tissue. Our results indicate that PREP in macrophages functions as a transcriptional coregulator that finely tunes macrophage functions, and plays a protective role against liver fibrosis pathogenesis.

## Liver fibrosis: Protective role of enzyme uncovered

An enzyme that exerts a protective effect against the development of liver fibrosis could provide a promising therapeutic target. Macrophages are innate immune cells that are also critical for maintaining the balance of tissue development and repair. Dysregulation in macrophages can trigger multiple conditions, including liver fibrosis, the excessive thickening and scarring of the organ’s tissues. Shuang-Zhe Lin at Shanghai Jiao Tong University School of Medicine, China, and co-workers demonstrated that the prolyl endopeptidase enzyme (PREP) localises to the nuclei of macrophages and regulates macrophage functions. PREP binds directly to a protein regulating gene expression, thereby influencing the production of profibrotic proteins, and protects against the development of fibrosis. Knocking out the *Prep* gene in a mouse model of nonalcoholic fatty liver disease led to altered macrophage functioning and aggravated liver fibrosis.

## Introduction

Macrophages are essential phagocytic immune cells that extensively exist in various mammalian solid organs, such as the liver, lung and brain^1^. They not only play a vital role in host innate immune defense against infection, but also irreplaceably participate in tissue development, homeostasis maintenance and tissue repair^2,3^. Correspondingly, dysregulations in macrophage function can promote pathological processes such as uncontrolled inflammation and aberrant extracellular matrix (ECM) remodeling, and have been implicated in the pathogenesis of liver, lung and brain diseases^4–6^. The cellular state and functions of macrophages are largely subjected to epigenetic regulation of gene expression. Extensive epigenetic reprogramming of macrophage *cis*-regulatory information and transcription factor binding have been identified in M1/M2 macrophage polarization and tissue microenvironment-induced macrophage differentiation^7–9^. Targeting epigenetic molecules in macrophages may become a promising therapeutic approach to diseases such as liver fibrosis, atherosclerosis and neurologic disorders^10–12^.

According to current theories, key transcription factors in macrophages have been preliminarily identified and roughly categorized into two types, lineage-determining transcription factors (LDTFs, e.g., PU.1 and C/EBPs) and signal-dependent transcription factors (SDTFs, e.g., NF-κB and IRFs), which function in the basal activation of downstream genes and further activation of downstream genes in response to external stimuli, respectively^9,13,14^. However, the details of molecular mechanisms underlying epigenetic regulation have not been fully elucidated. RNA polymerase physically interacts with transcription factors that directly bind to DNA, as well as transcriptional coregulators that do not directly bind DNA, forming nuclear condensates that play regulatory roles in transcription initiation and elongation^15,16^. The composition of these nuclear condensates has been only partially reported, and there should be other undiscovered proteins with important transcription regulatory activity in the nuclear condensates^17^.

Prolyl endopeptidase (PREP) is a member of the dipeptidyl peptidase (DPP) family with the capacity to cleave small peptides (e.g., peptide-like hormones and neuropeptides) at the carboxyl side of an internal proline residue^18,19^. It can also physically interact with various proteins to mediate nonproteolytic functions, such as facilitating α-synuclein formation in Parkinson’s disease (PD) and regulating synaptic plasticity in neurons^20,21^. PREP is highly expressed in the brain, testis and liver^22,23^ and has also been detected in myeloid cells, including macrophages^23,24^. In our previous studies, hepatic inflammation was alleviated after *Prep* ablation in murine nonalcoholic steatohepatitis (NASH) models, as manifested by decreased infiltration of macrophages and neutrophils^25,26^. Considering the central role of liver macrophages in orchestrating liver inflammation^5,27^, we postulate that PREP might influence macrophage states and functions.

In this study, we found that PREP exerts a transcription-based regulatory effect on macrophage function. PREP in macrophages predominantly localizes to the nucleus where it modulates the transcriptome in quiescent and M1/M2-polarized macrophages. Furthermore, we found a protecting role of PREP against fibrosis in an experimental NASH model. Mechanistically, we demonstrated that PREP functions as a transcriptional coregulator via physical interaction with the transcription factor PU.1 and directly regulates a large set of active *cis*-regulatory genomic regions. Among the regulated downstream genes, the expression of genes encoding profibrotic cathepsin B and D was suppressed by PREP in macrophages, explaining the protective role of PREP against liver fibrosis. Altogether, our study is the first report indicating a noncanonical molecular function of PREP as a transcriptional coregulator in macrophages. Our data highlight the profound physiological value of PREP-mediated transcriptional regulation in reprogramming macrophage functions and help to deepen current understanding of fibrosis pathogenesis.

## Materials and Methods

### Animal experiments

*Prep*^-/-^ mice and their heterozygous littermates (*Prep*^+/-^ mice) with a C57BL6/J background were generated as previously described^25^. A NASH-related fibrosis model (WD/CCl_4_) was established according to previously described research^28^ with modifications: 12-week-old mice were fed a western diet (a high-fat and high-cholesterol diet comprising 88% standard diet, 10% lard and 2% cholesterol by weight, along with a high-sugar solution containing 23.1 g/L fructose and 18.9 g/L glucose), and were intraperitoneally injected with a carbon tetrachloride (CCl_4_) and corn oil (1:19) mixture at a dose of 4 μl/body weight (g) once per week. The control group mice (ND/Oil) were fed a normal chow diet and normal tap water, and were intraperitoneally injected with corn oil (the control vehicle) once per week. The mice were housed in a 12-hour light/dark cycle in a temperature-controlled room under SPF conditions, and maintained for 12 weeks with free access to food and water. At the end of the experimental period, the mice were weighed and fasted for 12 hours with free access to water before measuring fasting blood glucose. The mice were euthanized at 12 weeks by exsanguination after CO_2_ anesthesia, and liver and serum samples were then collected.

### Cell culture and polarization

To derive bone marrow-derived macrophages (BMDMs), bone marrow cells freshly isolated from the femora of *Prep*^-/-^ and *Prep*^+/-^ littermates were seeded in 6-well plates, and cultivated in RPMI 1640 supplemented with 10% FBS (Gibco, 16000-044), a penicillin/streptomycin mix (Gibco, 15140122) and 50 ng/ml M-CSF (PeproTech, AF-315-02) at 37 °C with 5% CO_2_. BMDMs were fully differentiated and ready for use on Day 7. For macrophage polarization experiments, BMDMs were left unstimulated, stimulated with 50 ng/ml LPS, or stimulated with 20 ng/ml murine Interleukin-4 (PeproTech, AF-214-14) and 20 ng/ml murine Interleukin-13 (PeproTech, AF-315-02) for 24 h. RAW 264.7 cells were obtained from the China Center for Type Culture Collection (Shanghai, China) and cultured and maintained in DMEM supplemented with 10% FBS at 37 °C with 5% CO2. NIH-3T3 cells were purchased from Procell Life Science Technology Co., Ltd. (Wuhan, China) and were cultured and maintained in DMEM supplemented with 10% CS (AusGeneX, NCS-S) at 37 °C with 5% CO2.

### RNA-seq data analysis pipeline

Raw reads in fastq format of RNA-seq were first processed using Trimmomatic (v0.36), and low-quality reads were removed to obtain clean reads for subsequent analyses. The clean reads were aligned to the mouse genome (GRCm39) using hisat2 (v2.2.1.0) with default parameter settings. The aligned reads were assembled into transcripts using stringtie2 (v1.3.3b). The resulting count tables were passed to R (v4.1.2) for further analysis.

Consistency between biological replicates was checked using principal component analysis (PCA) by using the function prcomp from the R package stats (v4.1.2), and visualized by the gg3D package (v0.0.0.9000). Differentially expressed genes (DEGs) were assessed with DESeq2 (v1.34.0) based on the criteria of p-adj (adjusted *p* value) < 0.05 and FC (fold change) > 1.5. Volcano plots made by the package ggplot2 (3.3.6) and hierarchically clustered heatmaps made by package pheatmap (v1.0.12) were used to visualize DEGs. A gene set enrichment analysis (GSEA) of the KEGG pathways based on DESeq2 outputs was performed and visualized using the package clusterProfiler (v4.2.2).

### CUT&Tag library preparation and sequencing

NovoNGS® CUT&Tag 3.0 High-Sensitivity Kit (Novoprotein, Shanghai, China, N259) was used for CUT&Tag library preparation according to the manufacturer’s recommendations. Briefly, 1 × 10^5^ cells were bound to ConA–coated magnetic beads and sequentially incubated with a primary rabbit anti-prolyl endopeptidase (1:100, Abcam, ab58988) and ChiTag goat anti-rabbit IgG antibody (1:200). The cells were then incubated with pAG-Tn5, followed by tagmentation at 37 °C and heat inactivation at 55 °C. DNA fragments were extracted and amplified. After DNA purification with DNA Clean Beads, libraries were sequenced on an Illumina NovaSeq 6000 for the generation of 150-bp paired-end reads.

### CUT&Tag-seq data analysis pipeline

Paired-end reads of CUT&Tag-seq were aligned to mm10 genome using Bowtie2 (v2.3.4.3) with options: -end-to-end -sensitive. DeepTools (3.3.2) was used to generate the read coverage track (command bamCoverage with normalization by RPKM), calculate scores per genome region (command computeMatrix) and perform subsequent visualization (command plotProfile). The RPKM-normalized CUT&Tag read coverage tracks were visualized via IGV browser (v2.9.4) tracks.

For peak calling of CUT&Tag-seq data, bigWig files containing RPKM-normalized CUT&Tag signal produced by bamCoverage were first converted to bedGraph files by bigWigToBedGraph in the UCSC Toolkit. Peak calling was then performed using the command bdgpeakcall in macs2 (v2.1.4) with the cutoff options (-c 160 -l 320 -g 20). Peak annotations and metagene profiles were performed with the R package ChIPseeker (v1.30.3). De novo motif enrichment analysis of PREP CUT&Tag peaks was performed using the findMotifsGenome.pl program in the HOMER software suite^29^ with default options. Motif visualization was performed by using the R package ggseqlogo (v0.1).

### BETA analysis

Binding and expression target analysis (BETA, v1.0.7)^30^ was performed to predict the potential activating or repressive function of PREP and potential downstream targets by combining the CUT&Tag–seq and RNA-seq results. Peak interval files obtained with macs2 and differential analysis results obtained with DESeq2 were used as inputs with the filtering options (-df 0.01 -d 25000).

### Statistical analysis

Data are presented as mean ± standard error (SEM). Statistical analysis was performed using R (v4.1.2). Differences between two groups were analyzed by unpaired two-tailed Student’s t test, and one-way ANOVA and LSD (least significant difference) post hoc test were used to compare differences among multiple groups. *P* values are denoted by *P < 0.05 and **P < 0.01. Exact *P* values were calculated by R unless specified differently in the figure legend.

## Results

### PREP profoundly altered the transcriptomic landscape and functional state of both quiescent and activated macrophages

To examine whether PREP participates in the functional regulation of macrophages, we obtained BMDMs from *Prep*^-/-^ mice and heterozygous littermates, and performed a parallel comparative analysis of global mRNA expression in unstimulated quiescent (M0), LPS-stimulated (M1), and IL-4&IL-13-stimulated (M2) BMDMs by bulk RNA-seq (Fig. 1a). Both LPS stimulation and IL-4&IL-13 stimulation induced large transcriptomic changes in the *Prep*^+/-^ and *Prep*^-/-^ BMDMs (Fig. 1b, Supplementary Fig. 1a), including significantly altered expression of M1 (*Nos2*, *Il1b*, *Il6* and *Tnf*) and M2 (*Arg1*, *Mrc1*, *Chil3* and *Retnla*) markers (Fig. 1c), indicating the successful induction of M1/M2 polarization in BMDMs. 

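Bone marrow cells were cultured for 7 days with M-CSF at 50 ng/ml, a growth factor that turns precursors into macrophages (BMDMs). M1 cells were then stimulated with 50 ng/ml LPS for 24 h, and M2 cells with 20 ng/ml IL-4 and 20 ng/ml IL-13 for 24 h. Bulk RNA-seq measured the mRNA of each culture as a whole. Each of the 6 groups, made up of 1 genotype in 1 state, comprised 3 biological replicates, so that 18 libraries were analysed. The authors trimmed the reads with Trimmomatic, aligned them to the mouse genome GRCm39 with hisat2 and assembled and counted them with stringtie2. They deposited the resulting counts, without normalization, for 16314 gene symbols. The paper's text does not name the annotation release, or how strand and reads that match several genes were handled in counting, so genes with a near-identical copy or an overlapping neighbour carry that uncertainty.
The total count per library ranged from 19068237 to 21691155 in *Prep*+/- M0 (median 20872634), from 20209730 to 21670289 in *Prep*-/- M0 (median 21170874), from 19549993 to 21739969 in *Prep*+/- M1 (median 20979584), from 21453635 to 22598279 in *Prep*-/- M1 (median 22523085), from 20446152 to 21685097 in *Prep*+/- M2 (median 21622212) and from 19560715 to 21614381 in *Prep*-/- M2 (median 20502972). The paper's supplement states about 50000000 raw reads per sample, and the values here rest on the deposited counts. Genes were kept by edgeR's expression filter, which left 12021 genes, and library sizes were scaled with TMM factors. A quasi-likelihood model of edgeR was fitted to all 18 libraries with 1 coefficient per group, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. This adjusted p is called edgeR adjusted p from here on. Each standard error, in the text and in the figures, is the size of the log2 fold change or difference divided by the square root of the test's F statistic. It is thus derived from the test and was not estimated separately. DEGs were genes with an adjusted p under 0.05 and a fold change over 1.5, the paper's criteria. Normalized counts are counts divided by the library's TMM-scaled size relative to the mean of the 18 libraries. The filter, the scaling, the test and the fold change criterion are the choices that could change the numbers.
The targeted gene *Prep* is protein-coding and lies on chromosome 10 of GRCm39 from 44943130 to 45043294 on the plus strand, where Gm55149 and another annotated gene overlap it on the opposite strand. Its normalized counts in replicates 1 to 3 were 638, 739 and 900 in *Prep*+/- M0 and 42.2, 42.5 and 31.3 in *Prep*-/- M0. In M1 they were 681, 551 and 663 in *Prep*+/- and 35.2, 47.0 and 59.2 in *Prep*-/- BMDMs, and in M2 799, 810 and 851 in *Prep*+/- and 68.1, 50.8 and 60.9 in *Prep*-/- BMDMs. The group means were 759 ± 132 and 38.6 ± 6.40 in M0, 632 ± 70.6 and 47.1 ± 12.0 in M1, and 820 ± 27.4 and 59.9 ± 8.72 in M2 (SD, n = 3 each, *Prep*+/- first). The log2 fold change between *Prep*-/- and *Prep*+/- was -4.29 in M0 (standard error 0.19, edgeR adjusted p = 5.97e-10), -3.74 in M1 (standard error 0.19, edgeR adjusted p = 8.29e-09) and -3.77 in M2 (standard error 0.19, edgeR adjusted p = 2.48e-09). Every *Prep*-/- library thus lay below every *Prep*+/- library. Among the alternatives, the value in M1 moved most, to -3.94 without *Prep*-/- M1 replicate 3.

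**Figure D1:**
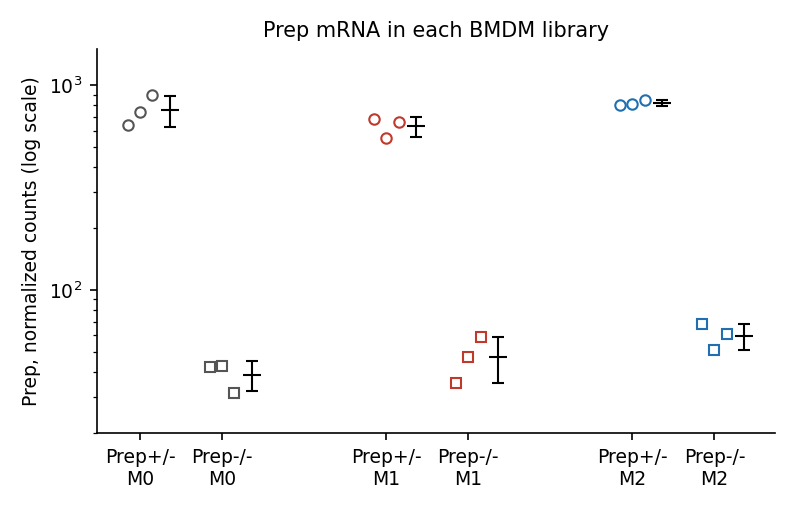
Normalized counts of *Prep* in each of the 18 libraries, on a logarithmic vertical axis, by state on the horizontal axis. Open circles are *Prep*+/- libraries, open squares are *Prep*-/- libraries, and bars give the mean with 1 SD (n = 3). The *Prep*-/- libraries sit between 31.3 and 68.1 and the *Prep*+/- libraries between 551 and 900.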

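In M1 against M0, 2011 genes were higher and 2518 lower in *Prep*+/- BMDMs, and 2518 genes were higher and 2530 lower in *Prep*-/- BMDMs. In M2 against M0, 732 genes were higher and 814 lower in *Prep*+/-, and 1767 were higher and 1869 lower in *Prep*-/- BMDMs. When the test itself required a fold change over 1.5 (edgeR's glmTreat), which moved these counts most, M2 against M0 in *Prep*+/- gave 374 higher and 298 lower genes. With each library left out in turn, *Prep*-/- BMDMs gave 2275 to 2568 higher and 2478 to 2739 lower genes in M1, and 1421 to 1879 higher and 1735 to 2082 lower genes in M2.
For the M1 markers in *Prep*+/- BMDMs, *Nos2* was at or under 3 counts in every M0 library and was at least 229.5-fold higher in M1 (edgeR adjusted p = 3.51e-07). *Il6*, also at or under 3 counts in M0, was at least 72.35-fold higher (edgeR adjusted p = 6.08e-08). The log2 fold change from M0 to M1 was 9.46 for *Il1b* (standard error 0.54, edgeR adjusted p = 9.32e-10) and 3.50 for *Tnf* (standard error 0.53, edgeR adjusted p = 3.70e-05). For the M2 markers, the log2 fold change from M0 to M2 was 9.89 for *Arg1* (standard error 0.37, edgeR adjusted p = 1.40e-11), 2.25 for *Mrc1* (standard error 0.18, edgeR adjusted p = 1.15e-07), 7.09 for *Chil3* (standard error 0.40, edgeR adjusted p = 2.69e-09) and 9.57 for *Retnla* (standard error 0.75, edgeR adjusted p = 1.19e-07). For each of these 8 genes the 3 libraries of the polarized state and the 3 M0 libraries did not overlap, which chance gives in 10% of such comparisons. Of the 8 markers, 6 passed an adjusted p of 0.05 in M1 against M0 and 5 in M2 against M0 in *Prep*+/- BMDMs, and the same numbers passed when adjusted over the list alone. *Tnf* was among those of the M2 comparison with a decrease, with a log2 fold change of -2.07 (edgeR adjusted p = 0.0125).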

More importantly, we found that the transcriptomes of M0, M1 and M2 BMDMs were all significantly changed by *Prep* knockout as manifested by numerous DEGs (Fig. 1c–e). 

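Between *Prep*-/- and *Prep*+/- BMDMs, 1848 genes were higher and 2065 lower in M0, 1476 higher and 1224 lower in M1, and 766 higher and 1181 lower in M2, which is 32.6%, 22.5% and 16.2% of the genes tested. The median log2 fold change of all genes tested was 0.02 in M0, 0.04 in M1 and 0.03 in M2. With each library left out in turn, the higher genes ranged from 1543 to 1953 in M0, from 961 to 1518 in M1 and from 561 to 1046 in M2, and the lower genes from 1950 to 2246, from 781 to 1346 and from 865 to 1581. The smallest M1 counts, 961 and 781, were those without *Prep*-/- M1 replicate 1. Of the other alternatives, the glmTreat test against a fold change of 1.5 moved the counts most, to 837 higher and 1133 lower genes in M0, 361 and 273 in M1, and 228 and 495 in M2.
Among DEGs with a mean of at least 5 CPM and no overlap between the replicates of the genotypes, the largest falls in M0 were those of *Dmpk* (chromosome 7, 18817406 to 18827746, log2 fold change -6.22, standard error 0.26, edgeR adjusted p = 4.80e-10) and *Id1* (chromosome 2, 152566218 to 152579544, log2 fold change -5.75, standard error 0.69, edgeR adjusted p = 8.50e-06). The largest rises in M0 were those of *Fxyd2* (chromosome 9, 45310967 to 45322004, log2 fold change 5.24, standard error 0.46, edgeR adjusted p = 6.59e-07) and *Ifit1bl1* (chromosome 19, 34570291 to 34579356, log2 fold change 5.20, standard error 0.51, edgeR adjusted p = 1.61e-06). In M1 the largest falls were those of *Csf3* (chromosome 11, 98592089 to 98594458, log2 fold change -6.56, standard error 0.47, edgeR adjusted p = 1.25e-06) and *Cxcl3* (chromosome 5, 90933962 to 90937459, log2 fold change -4.89, standard error 0.27, edgeR adjusted p = 1.42e-08). *Ednrb* (chromosome 14, 104052053 to 104081900, log2 fold change 4.82, standard error 0.31, edgeR adjusted p = 8.44e-08) and *Scd1* (chromosome 19, 44382894 to 44399154, log2 fold change 4.53, standard error 0.67, edgeR adjusted p = 2.08e-04) rose most in M1. In M2, *Dmpk* (log2 fold change -6.40, standard error 0.29, edgeR adjusted p = 1.66e-09) and *Id1* (log2 fold change -4.99, standard error 0.71, edgeR adjusted p = 1.15e-04) fell most, and *Scd1* (log2 fold change 4.69, standard error 0.64, edgeR adjusted p = 9.05e-05) and *Bex1* (chromosome X, 135114720 to 135116861, log2 fold change 3.45, standard error 0.29, edgeR adjusted p = 1.99e-06) rose most. These calls held under every alternative run for these genes. Single libraries moved some of the log2 fold changes. *Scd1* in M2 was at 3.49 and *Id1* in M2 at -5.99 without *Prep*-/- M2 replicate 3. *Id1* in M0 was at -6.52 without *Prep*-/- M0 replicate 3. *Csf3* was at -7.56 without *Prep*-/- M1 replicate 3. Coordinates are those of GRCm39, and all of these genes are annotated as protein-coding. Stretches of *Scd1*, *Bex1*, *Cxcl3* and *Dmpk* transcripts match *Scd3* (91.4%), *Bex2* (91.4%), *Cxcl2* (90.7%) and Gm62879 (91.0%), so that the counting could have split reads between them, and annotated genes overlap *Dmpk*, *Id1*, *Fxyd2*, *Csf3*, *Scd1* and *Bex1*.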

For the arginine metabolism-related M1/M2 marker pair, *Prep* ablation promoted the upregulation of *Nos2* and the downregulation of *Arg1* during M1 and M2 polarization, respectively. 

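*Nos2*, which lies on chromosome 11 of GRCm39 from 78811613 to 78851080 on the plus strand, had 664 ± 167 normalized counts in *Prep*+/- M1 and 4583 ± 3010 in *Prep*-/- M1 (SD, n = 3 each). The log2 fold change was 2.79 (standard error 0.48, edgeR adjusted p = 5.33e-04). The *Prep*-/- M1 replicates had 7996, 2309 and 3443 normalized counts, so that the mean depended on replicate 1, and without it the mean was 2876 and the log2 fold change 2.10. All 3 *Prep*-/- M1 libraries lay above the 3 *Prep*+/- M1 libraries. *Arg1*, on chromosome 10 from 24791118 to 24803817 on the minus strand, had 45171 ± 3351 normalized counts in *Prep*+/- M2 and 9180 ± 1851 in *Prep*-/- M2 (SD, n = 3 each), a log2 fold change of -2.30 (standard error 0.26, edgeR adjusted p = 1.79e-05). It was also lower in *Prep*-/- M0 (log2 fold change -1.58, standard error 0.38, edgeR adjusted p = 0.00276) and *Prep*-/- M1 (log2 fold change -2.11, standard error 0.26, edgeR adjusted p = 5.56e-05). Gm71838 overlaps *Nos2* and Gm36172 overlaps *Arg1*, each on the opposite strand.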

The phagocytosis-related M2 marker *Mrc1* was also downregulated after *Prep* ablation. In contrast, the expression of the classical inflammatory triad (*Il1b*, *Il6* and *Tnf*) during M1 polarization as downregulated after *Prep* ablation, while the expression of the M2 markers *Chil3* and *Retnla* was upregulated, indicating a heterogeneous effect of PREP in modulating the expression of M1 and M2 markers during macrophage polarization.

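*Mrc1* lies on chromosome 2 of GRCm39 from 14234151 to 14336926 on the plus strand and contains the microRNA gene Mir511. In M2 its normalized counts were 52661 ± 4445 in *Prep*+/- and 33457 ± 7630 in *Prep*-/- BMDMs (SD, n = 3 each), a log2 fold change of -0.65 (standard error 0.17, edgeR adjusted p = 0.00939), with every *Prep*-/- library below every *Prep*+/- library. In M0 the direction was the opposite, with 11087 ± 1284 in *Prep*+/- and 18588 ± 1574 in *Prep*-/- BMDMs (SD, n = 3 each, log2 fold change 0.75, standard error 0.17, edgeR adjusted p = 0.00174). In M1, *Prep*-/- BMDMs were also higher, with 3741 ± 420 against 2455 ± 459 in *Prep*+/- (SD, n = 3 each, log2 fold change 0.61, standard error 0.17, edgeR adjusted p = 0.0114). The M1 call was lost without *Prep*+/- M1 replicate 2 (edgeR adjusted p = 0.0794) and without *Prep*-/- M1 replicate 1 (edgeR adjusted p = 0.0648), and its adjusted p ranged from 0.00469 to 0.0794 over the alternatives. The fold change in M1 fell below the minimum of 1.5 in 5 of 13 alternatives (lowest log2 fold change 0.46). In M2 it did so in 1 of 15, with a log2 fold change of -0.48 without *Prep*-/- M2 replicate 3.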

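*Il1b* (chromosome 2 of GRCm39, 129206490 to 129213059) had 16926 ± 3479 normalized counts in *Prep*+/- M1 and 3530 ± 1295 in *Prep*-/- M1 (SD, n = 3 each), a log2 fold change of -2.26 (standard error 0.37, edgeR adjusted p = 3.85e-04). *Il6* (chromosome 5, 30218112 to 30224979) had 209.4 ± 78.8 in *Prep*+/- M1 and 83.1 ± 22.9 in *Prep*-/- M1 (SD, n = 3 each), a log2 fold change of -1.33 (standard error 0.40, edgeR adjusted p = 0.0177). *Tnf* (chromosome 17, 35418357 to 35420983) had 5290 ± 433 in *Prep*+/- M1 and 2074 ± 613 in *Prep*-/- M1 (SD, n = 3 each), a log2 fold change of -1.35 (standard error 0.49, edgeR adjusted p = 0.0407). In all 3 genes the replicates of the genotypes did not overlap. The *Il6* call was lost without *Prep*+/- M1 replicate 2 (edgeR adjusted p = 0.108), *Prep*+/- M1 replicate 3 (0.0593) or *Prep*-/- M1 replicate 2 (0.0702), and its adjusted p ranged from 0.00473 to 0.108 over the alternatives. The *Tnf* call was lost without any 1 of the *Prep*+/- M1 replicates 1 (0.0541), 2 (0.0895) and 3 (0.0901) or the *Prep*-/- M1 replicates 1 (0.141) and 2 (0.101), with DESeq2's Wald test (adjusted p = 0.0649) and with a correction for transcript length (edgeR adjusted p = 0.0585), and its adjusted p ranged from 4.53e-04 to 0.141 over the alternatives. In M0, *Tnf* was also lower in *Prep*-/-, with 136 ± 25.0 against 466 ± 158 (SD, n = 3 each, log2 fold change -1.78, standard error 0.53, edgeR adjusted p = 0.0115), and *Il1b* was higher, with 97.8 ± 78.8 against 23.9 ± 4.69 (SD, n = 3 each, log2 fold change 2.01, standard error 0.49, edgeR adjusted p = 0.00309, or 1.14 on the log2 scale without *Prep*-/- M0 replicate 1).
*Chil3* (chromosome 3, 106054870 to 106074880) had 21873 ± 3262 normalized counts in *Prep*+/- M2 and 66599 ± 17591 in *Prep*-/- M2 (SD, n = 3 each), a log2 fold change of 1.61 (standard error 0.31, edgeR adjusted p = 0.00133). *Retnla* (chromosome 16, 48662895 to 48664824) had 38149 ± 9043 in *Prep*+/- M2 and 100838 ± 30078 in *Prep*-/- M2 (SD, n = 3 each), a log2 fold change of 1.40 (standard error 0.51, edgeR adjusted p = 0.0562). All 3 *Prep*-/- M2 libraries exceeded the 3 *Prep*+/- M2 libraries in both genes, but *Retnla* did not pass an adjusted p of 0.05. With the replicate number as a block in a fit of the M2 libraries alone, chosen after the data were seen, its edgeR adjusted p was 0.00231, and over the 14 alternatives it ranged from 0.00231 to 0.179, with 7 of them under 0.05. One of these left out *Prep*-/- M2 replicate 3 (0.0225). Stretches of *Chil3* and *Retnla* match *Chil4* (92.8%) and *Retnlg* (91.3%), so that reads could have been split between them, and annotated genes overlap *Il1b* and *Il6* on the opposite strand. Of the 8 markers, 5 passed between genotypes in M0, 6 in M1 and 3 in M2, and 5, 6 and 4 when adjusted over the list alone. From the lower *Il1b*, *Il6* and *Tnf* and the higher *Chil3* and *Retnla*, beside the higher *Nos2* and the lower *Arg1* and *Mrc1*, the paper concludes that PREP has a heterogeneous effect on M1 and M2 markers.

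**Figure D2:**
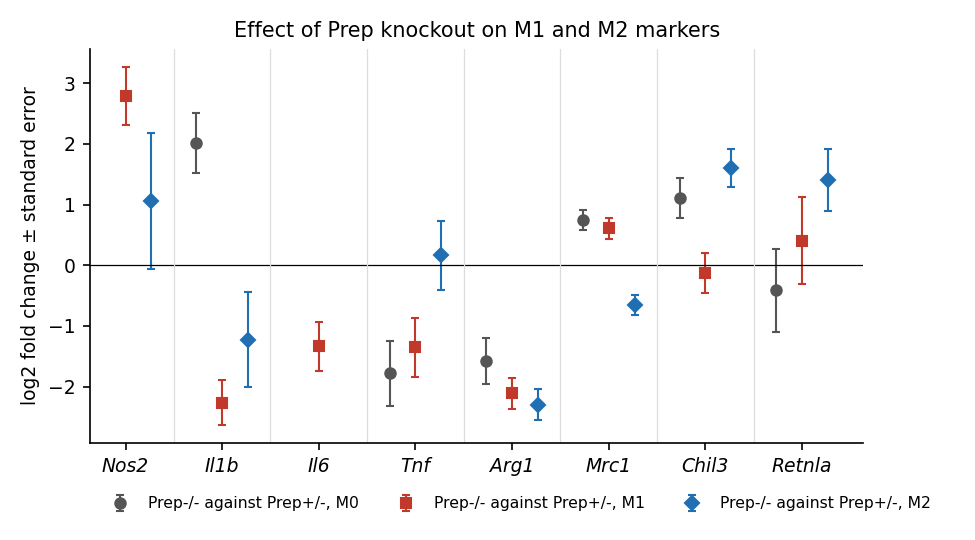
Log2 fold change between *Prep*-/- and *Prep*+/- BMDMs of the 8 M1 and M2 markers, with 1 standard error, in M0 (grey circles), M1 (red squares) and M2 (blue diamonds), where 0 on the vertical axis is no difference. *Nos2* in M0 and *Il6* in M0 and M2 are left out because a group was at or under 3 counts. *Nos2* in M1 lies at 2.79 and *Arg1* in M2 at -2.30.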

**Fig. 1:**
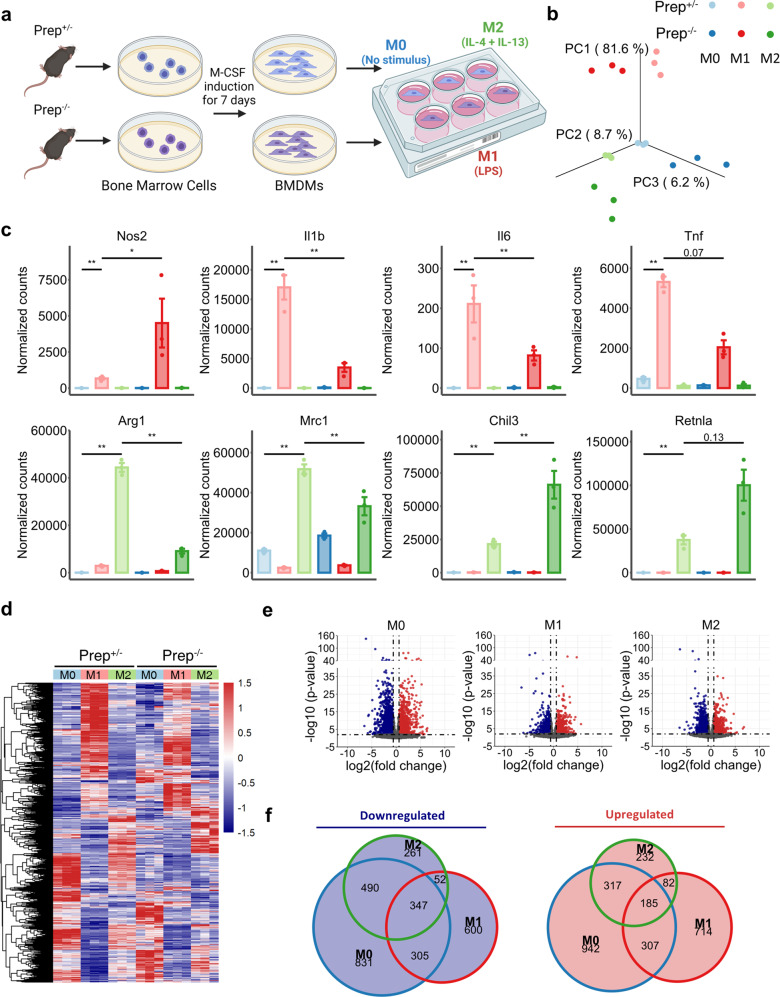
*Prep* gene ablation significantly alters the transcriptome in unpolarized (M0) and M1/M2-polarized murine bone marrow-derived macrophages (BMDMs). **a** Strategy used to generate differentially polarized BMDMs from *Prep*^+/-^ and *Prep*^-/-^ mice (created with BioRender.com). **b-e** Bulk RNA-seq data obtained from differentially polarized BMDMs of *Prep*^+/-^ and *Prep*^-/-^ mice. A Principal component analysis (PCA) was performed (**b**). Bar plots showing representative gene expression of M1/M2 polarization markers, with significance symbols representing the p-adj value obtained from DESeq2 (**c**). Differentially expressed genes (DEGs) between *Prep*^-/-^ and *Prep*^+/-^ BMDMs (*Prep*^-/-^ vs. *Prep*^+/-^) in the M0, M1 or M2 state are presented in a heatmap (**d**) and volcano plots (**e)**. Each group comprised three biological replicates. **f** Venn diagram showing the overlapping *Prep* knockout-induced upregulated or downregulated DEGs among M0, M1 and M2 BMDMs. Data information: Bars represent the mean ± SEM. *p < 0.05, **p < 0.01.

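PCA was recomputed on log2 CPM (prior count 2) of the genes tested, centred and not scaled. The first 3 components held 50.6%, 17.4% and 15.8% of the variance. On normalized counts without a log, the alternative that moved these shares most, they were 81.6%, 8.88% and 6.15%. On the first component M1 lay apart from the other states, at 86.9 ± 0.442 in *Prep*+/- and 85.1 ± 3.85 in *Prep*-/- BMDMs, against -33.9 ± 2.46 and -28.3 ± 8.67 in M0 and -56.1 ± 2.47 and -53.7 ± 5.10 in M2 (SD, n = 3 each, *Prep*+/- first). The genotypes lay within their spread of each other on this component in each state. They parted on the third component, with *Prep*+/- at 57.0 ± 3.99 and *Prep*-/- at -15.0 ± 12.0 in M0, 17.6 ± 1.51 and -22.6 ± 11.5 in M1, and 11.7 ± 2.69 and -48.7 ± 13.7 in M2 (SD, n = 3 each). On the second component, M0 was at -14.2 ± 6.74 in *Prep*+/- and -67.5 ± 3.55 in *Prep*-/-, M1 at 20.1 ± 1.81 and -5.77 ± 5.15, and M2 at 39.1 ± 5.24 and 28.2 ± 19.7 (SD, n = 3 each), and only the M2 genotypes overlapped there. The *Prep*-/- M2 replicates 1 to 3 were at 19.3, 14.6 and 50.7 on it, so that the overlap rested on replicate 3.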

We further examined the relationship between these DEG subsets in macrophages in different states. The gene sets of *Prep* knockout-induced upregulated DEGs in the M0/M1/M2 BMDMs included a considerable number of shared genes (82 ~ 307 genes shared by two cell states and 185 by all three cell states), while 232 ~ 942 genes were exclusively in gene set of one cell state (Fig. 1f). Similarly, among the *Prep* knockout-induced downregulated gene sets in M0/M1/M2 BMDMs, a considerable number of genes were shared (52 ~ 490 genes were shared by two cell states and 347 by all three cell states), while 261 ~ 831 genes were exclusively in gene set of one cell state (Fig. 1f). In contrast, only a few of the *Prep* knockout-induced upregulated genes found in one cell state (i.e., M0/M1/M2) were found to be downregulated by *Prep* knockout in the other two cell states, and vice versa (Supplementary Fig. 1b).

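Of the genes higher in *Prep*-/- BMDMs, 187 were DEGs in all 3 states, against 14.5 if the 3 sets were independent. A further 377 were shared by M0 and M1 only, 306 by M0 and M2 only and 76 by M1 and M2 only, and 978 were exclusive to M0, 836 to M1 and 197 to M2. The 3 comparisons share no library. However, *Prep*-/- M0 and M1 libraries of the same number correlated in their deviations from the group means (0.201, 0.169 and 0.259). The M0 and M1 comparisons may therefore not be independent, and the counts under independence here and below serve only as a reference. With each library left out in turn, the genes shared by all 3 states ranged from 131 to 305, the largest without *Prep*-/- M2 replicate 3. The M1-only genes fell to 508 without *Prep*-/- M1 replicate 1, and the M2-only genes to 131 without *Prep*+/- M2 replicate 1. The alternative that moved the shared set most was glmTreat, which left 26 genes in all 3 states. A gene counted as exclusive to 1 state is one past the criteria only there, and a difference between states was tested separately.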

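Of the genes lower in *Prep*-/- BMDMs, 325 were DEGs in all 3 states, against 20.7 under independence. M0 and M1 alone shared 300, M0 and M2 alone 543, and M1 and M2 alone 53. Another 897 genes were exclusive to M0, 546 to M1 and 260 to M2. Without *Prep*-/- M1 replicate 1, the M1-only genes fell to 330, those shared by M0 and M1 only to 193 and those shared by M1 and M2 only to 33. The last count rose to 88 without *Prep*-/- M2 replicate 3, and the M2-only genes fell to 164 without *Prep*-/- M2 replicate 1.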

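Of the 5654 genes that were DEGs in any state, 227 were higher in *Prep*-/- BMDMs in 1 state and lower in another. Between M0 and M1, 62 genes were higher in M0 and lower in M1 (188 under independence) and 104 were lower in M0 and higher in M1 (254). Between M0 and M2, 13 genes were higher in M0 and lower in M2 (182 under independence) and 13 the reverse (132). Between M1 and M2, 66 genes were higher in M1 and lower in M2 (145 under independence) and 29 the reverse (78.0). Each count of genes in opposite directions was thus smaller than independence gives.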

### PREP inhibits liver fibrosis in an experimental NASH model

To determine whether PREP-mediated alterations in macrophage function were pathophysiologically significant under fibrotic conditions, we established a murine NASH model with rapidly progressing and extensive fibrosis^28^. After 12 weeks of feeding, the key histological features of NASH, including hepatic steatosis, inflammation (Fig. 2a), and extensive fibrosis (Fig. 2b), were recapitulated in this mouse model. Elevation in serum ALT was found (Fig. 2c) in this model, although the level of serum AST was not significantly changed. Mouse body weight was decreased, possibly due to the toxicity of CCl_4_ (Supplementary Fig. 2a-b), while other metabolic indices, including fasting blood glucose level, liver weight and epididymal fat weight, were not significantly altered (Supplementary Fig. 2b).

**Fig. 2:**
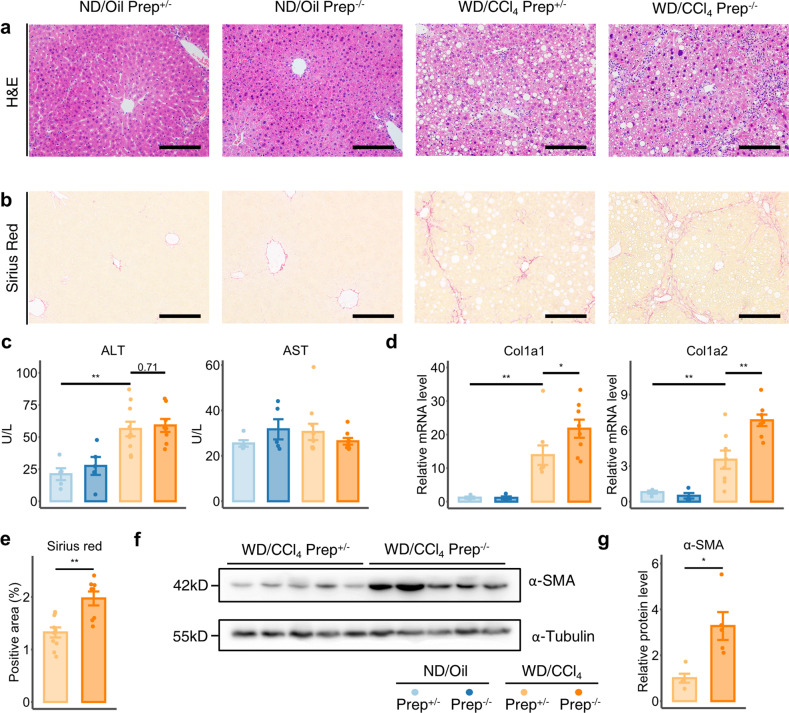
*Prep* gene ablation exacerbates WD/CCl_4_-induced murine liver fibrosis. **a, b** Representative image of H&E-stained (**a**) and Sirius red-stained (**b**) liver sections of *Prep*^+/-^ and *Prep*^-/-^ mice treated with WD/CCl_4_ or ND/Oil. Scale bar indicates 100 μm. **c** Serum ALT and AST levels of *Prep*^+/-^ and *Prep*^-/-^ mice treated with WD/CCl_4_ or ND/Oil. The results were compared via one-way ANOVA and LSD post hoc test. *n* = 10 for WD/CCl4-treated *Prep*^+/-^ mice group; *n* = 8 for WD/CCl_4_-treated *Prep*^-/-^ mice group; *n* = 5 for ND/Oil-treated groups. (**d**) Relative mRNA levels of *Col1a1* and *Col1a2* in *Prep*^+/-^ and *Prep*^-/-^ mice treated with WD/CCl_4_ or ND/Oil. The results were compared by one-way ANOVA and LSD post hoc test. **e** Semiquantitative analysis of Sirius red-stained areas in *Prep*^+/-^ and *Prep*^-/-^ mice treated with WD/CCl_4_. The results were compared by unpaired two-tailed Student’s t test. *n* = 10 for *Prep*^+/-^ mice group; *n* = 8 for *Prep*^-/-^ mice group. **f, g** Western blot analysis (**f**) was performed on liver tissue lysates of *Prep*^+/-^ and *Prep*^-/-^ mice treated with WD/CCl_4_ for α-smooth muscle actin (α-SMA) and the housekeeping control α-tubulin; densitometry results (**g**) were normalized to the level of α-tubulin and compared by unpaired two-tailed Student’s t test. *n* = 5 for each group. Data information: Bars represent the mean ± SEM. *p < 0.05, **p < 0.01.

We then compared *Prep*^-/-^ mice with *Prep*^+/-^ mice under WD/CCl_4_ treatment and found that liver fibrosis, as assessed by collagen gene expression, Sirius red staining, and α-smooth muscle actin (α-SMA) protein level, was significantly increased in the *Prep*^-/-^ mice (Fig. 1d–g), indicating increased liver fibrosis after *Prep* knockout. In contrast, no significant change in serum ALT level (Fig. 1c) was found in the WD/CCl_4_-treated *Prep*^-/-^ mice, indicating that *Prep* knockout did not exacerbate hepatocellular injury in the WD/CCl_4_ model mice.

### PREP is predominantly localized to the nucleus in macrophages and is dynamically distributed in close proximity to active *cis*-regulatory DNA sequences

To clarify the mechanism underlying the marked PREP-mediated transcriptomic changes in macrophages, we performed immunofluorescence assay to explore the subcellular localization of PREP in M0/M1/M2 BMDMs. Mitochondria were also labeled to examine the potential localization of PREP to mitochondria, which had been indicated in a previous report^31^. Unexpectedly, we found that PREP in BMDMs mainly localized in nuclei, regardless of the functional state of macrophage, and did not colocalize with heterochromatin (dense DAPI-stained areas); some immunofluorescence signals of PREP were found in the cytoplasm, where they formed a dotted distribution pattern, but did not colocalize with mitochondria (Fig. 3a). Similar results were also found in the RAW264.7 murine macrophage cell line (Supplementary Fig. 3a).

**Fig. 3:**
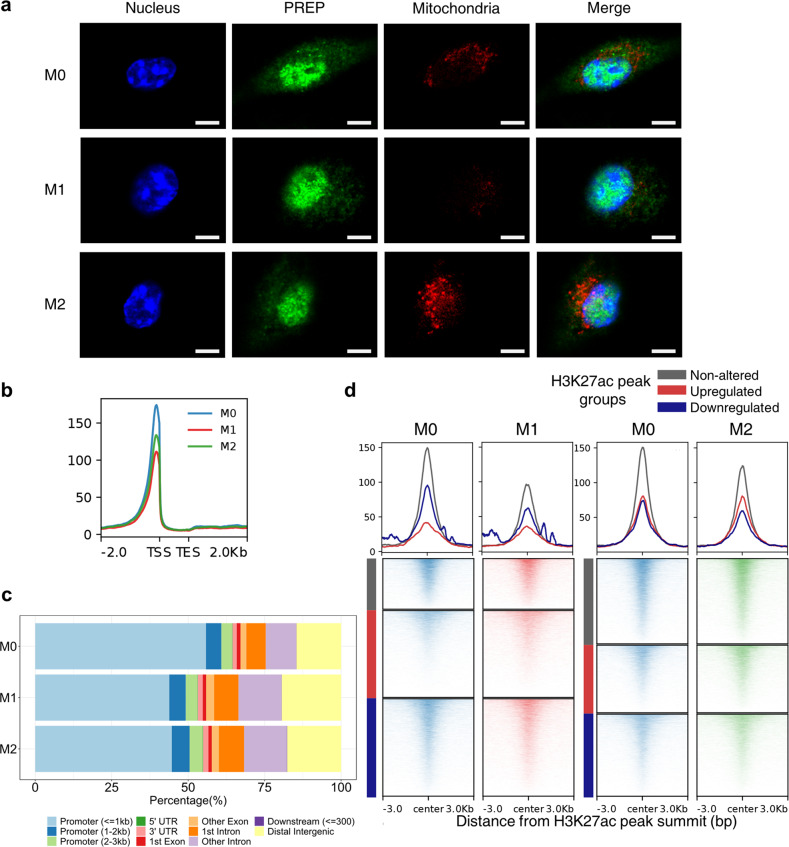
Prolyl endopeptidase is predominantly localized in the nuclei of macrophages and shows dynamic chromatin distribution during M1/M2 polarization. **a** Confocal immunofluorescence images showing the subcellular localization of prolyl endopeptidase (PREP) in BMDMs in the M0, M1 or M2 state. Nuclei and mitochondria were labeled with DAPI and MitoTracker Red, respectively. Scale bar indicates 5 μm. **b** The average enrichment profile of PREP CUT&Tag signals ± 2 kb around genic regions of BMDMs. TSS, transcription start site; TES, transcription end site. **c** Barplot showing the PREP CUT&Tag peak distribution among different genomic features. **d** The average enrichment profile and heatmap showing PREP CUT&Tag signals ± 3 kb around H3K27ac ChIP peaks classified by alterations during M1/M2 polarization of BMDMs.

To explore the potential distribution of nuclear PREP throughout the genomic DNA, we performed CUT&Tag-seq of PREP in M0/M1/M2 BMDMs. We found that PREP CUT&Tag-seq signals (Fig. 3b) and called peaks (Supplementary Fig. 3b) were enriched in genomic areas around transcription start sites (TSSs). The distribution intensity of PREP signals in TSS-adjacent regions were weaker after M1 or M2 polarization (Fig. 3b). Genomic feature annotation also revealed that most PREP CUT&Tag peaks were enriched at promoters (Fig. 3c). These results indicated that PREP distribution in the nucleus was closely associated with *cis*-regulatory sequences, as exemplified by promoters.

Acetylation of histone H3 lysine 27 (H3K27ac) marks promoters and enhancers in the activated state, and the enrichment of this mark is positively correlated with the transcriptional regulatory activity of its deposition site^32,33^. To further examine whether PREP distribution in the genome is related to active promoters and enhancers, we obtained ChIP-seq data of H3K27ac in BMDMs from a previous study^7^, and classified the H3K27ac peaks into non-altered, upregulated and downregulated peaks according to changes in H3K27ac deposition during M1 or M2 polarization (Supplementary Fig. 3c). We found that PREP was distributed in genomic regions centered by H3K27ac peaks, and most of these regions represented non-altered H3K27ac peaks during either M1 or M2 polarization (Fig. 3d), indicating preferentiality of PREP distribution to active *cis*-regulatory DNA sequences that showed no alteration in transcriptional regulatory activity. In addition, PREP distribution on genomic regions centered by nonaltered and downregulated H3K27ac peaks after either M1 or M2 polarization was relatively diminished (Fig. 3d).

### PREP is a transcriptional coregulator that interacts with PU.1

To characterize the genomic distribution pattern of PREP and identify potentially related transcription factors, we performed a de novo DNA motif analysis of PREP peak regions. We found that the enriched motifs across different PREP CUT&Tag peak sets were similar, especially between M0 and M2 (Fig. 4a). The predicted matching transcription factors related to the top de novo motifs included PU.1/ELFs, SPs, NFY, etc. (Fig. 4a), indicating possible molecular interactions between PREP and transcription factors during transcriptional regulation. To verify the interaction between PREP and PU.1 (the master LDTF in macrophages), we first classified the PREP CUT&Tag peaks into two sets according to whether the peak sequence contained the PU.1 motif found in de novo DNA motif analysis, and explored the relationship between the PU.1 ChIP-seq signal distribution (published in a previous study^7^) and different sets of PREP CUT&Tag peaks. We found that PREP peaks with the PU.1 motif were enriched with PU.1 distribution, while PREP peaks without PU.1 motif exhibited scarce distribution of PU.1 (Fig. 4b). Then, we performed a coimmunoprecipitation assay with RAW264.7 cells and found that PU.1 physically interacted with PREP in macrophages (Fig. 4c). We also explored the distribution relationship between PREP CUT&Tag signals and different sets of PU.1 peaks (Supplementary Fig. 3d), and found that PREP was distributed in extremely close proximity to PU.1 peaks, particularly non-altered PU.1 peaks during M1/M2 polarization (Fig. 4d). These results collectively indicate that the interaction between PU.1 and PREP is involved in PREP-mediated transcriptional regulation.

**Fig. 4:**
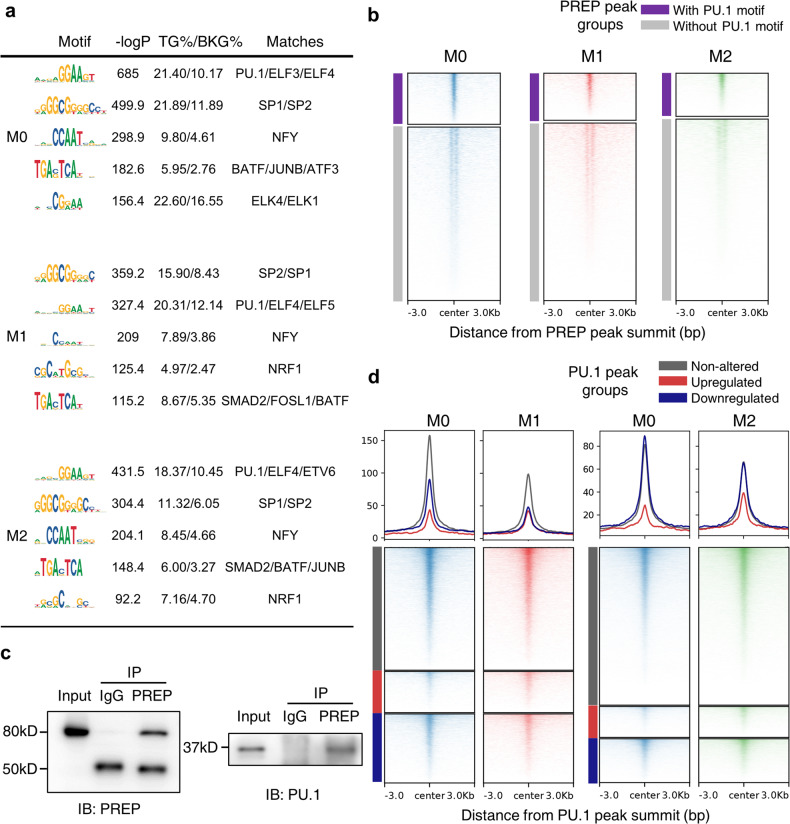
PREP interacts with PU.1. **a** De novo motif enrichment analysis of PREP CUT&Tag peaks using a GC-matched genomic background. The top 5 motifs under each state are shown with summary statistics and the predicted matching transcription factors. **b** The average enrichment heatmap showing PU.1 ChIP signals ± 3 kb around PREP CUT&Tag peaks with/without the PU.1 motif in M0/M1/M2 BMDMs. **c** Coimmunoprecipitation of PREP and PU.1 in RAW264.7 cell protein extracts. **d** The average enrichment profile and heatmap of PREP CUT&Tag signals ± 3 kb around PU.1 ChIP peaks classified by alterations during the M1/M2 polarization of BMDMs.

### PREP-mediated transcriptional regulation directly remodels the transcriptome and functions of macrophages

To clarify the overall impact and corresponding downstream genes of PREP-mediated transcriptional regulation, we first explored the distribution relationship between PREP CUT&Tag signals ± 3 kb around the TSS of upregulated and downregulated DEGs in the M0/M1/M2 BMDMs, and found a substantial distribution of PREP in close proximity to the TSS of some DEGs (Fig. 5a). For further identification of the direct downstream genes of PREP out of other indirectly affected downstream DEGs, we incorporated PREP CUT&Tag-seq data and RNA-seq data via binding and expression target analysis (BETA)^30^. PREP exhibited an overall suppressive effect (*Prep* knockout-induced upregulation) in M0, M1 and M2 BMDMs, as well as an overall activating effect (*Prep* knockout-induced downregulation) on transcription in M0 and M1 BMDMs (Fig. 5b). We also explored the relationship between PREP downstream genes identified by BETA and gene clusters identified by hierarchical clustering of DEGs, and found that PREP downstream genes were differentially enriched among *Prep* knockout-induced DEG clusters with different expression patterns in M0/M1/M2 BMDMs (Fig. 5c, d). These results collectively indicate that PREP exerts direct transcriptional regulation on different gene sets in both quiescent (M0) and M1/M2-polarized macrophages.

**Fig. 5:**
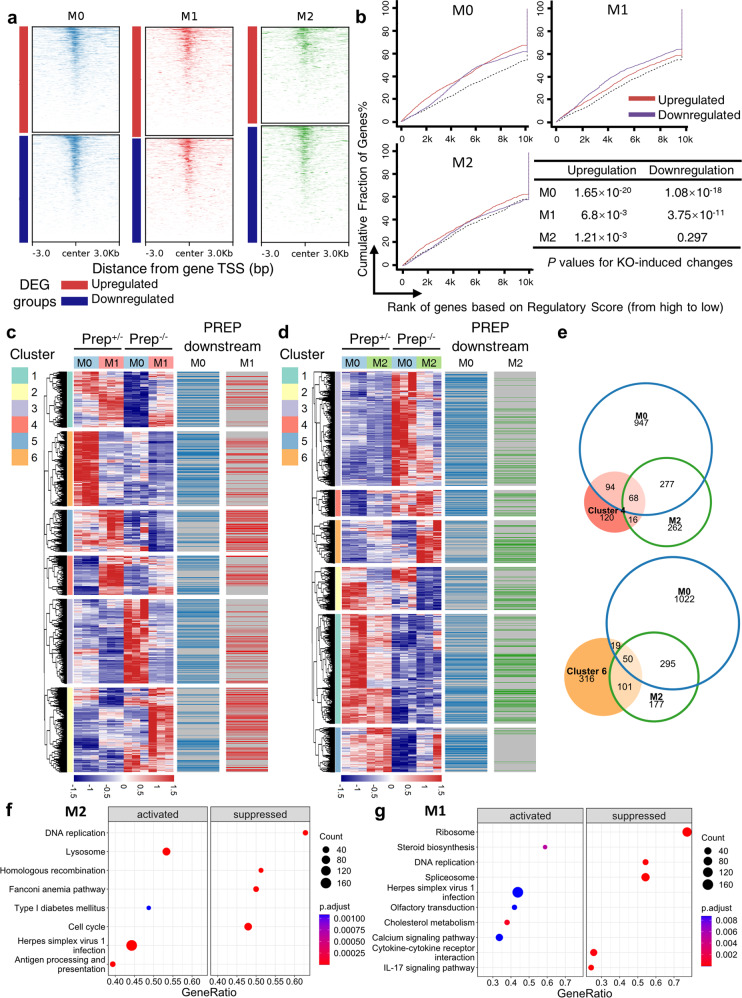
The influence of PREP on the macrophage transcriptome is associated with PREP-mediated direct transcriptional regulation. **a** Heatmap showing the average enrichment of PREP CUT&Tag signals ± 3 kb around the TSS of upregulated and downregulated DEGs in the M0/M1/M2 state. **b** Activating/repressive function prediction of the PREP CUT&Tag peaks in M0/M1/M2 BMDMs by BETA (binding and expression target analysis) using PREP CUT&Tag-seq (in *Prep*^+/-^ BMDMs in the M0/M1/M2 state) and RNA-seq (of *Prep*^-/-^ and *Prep*^+/-^ BMDMs in the M0/M1/M2 state). The genes are cumulated by rank on the basis of the regulatory potential score from high to low, according to PREP CUT&Tag-seq data. The cumulative fractions of upregulated, downregulated and unaffected (used as the background) genes after *Prep* knockout as determined by RNA-seq are denoted by the red, purple and black lines, respectively. *P* values for activating/repressive function prediction were determined by Kolmogorov–Smirnov test. **c, d** Heatmap illustrating the differentially expressed genes (DEGs) between *Prep*^-/-^ and *Prep*^+/-^ BMDMs (*Prep*^-/-^ vs. *Prep*^+/-^) in M0 and M2 states (**c**), as well as in M0 and M1 states (**d**). The hierarchical clustering based on RNA-seq data, together with directly PREP-regulated downstream genes identified by BETA, is annotated on the left side of the heatmap. (**e**) Venn diagrams showing overlapping genes between clusters 4 and 6 according to hierarchical clustering and PREP-regulated direct downstream genes in BMDMs in the M0 and/or M2 state. **f**, **g** Dotplot summarizing the results from gene set enrichment analysis (GSEA) of KEGG pathways enriched in DEGs between *Prep*^-/-^ and *Prep*^+/-^ BMDMs (*Prep*^-/-^ vs. *Prep*^+/-^) in the M2 state (**f**) and M1 state (**g**).

Macrophages in a fibrotic microenvironment often exhibit M2-like molecular characteristics^34^. 

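In M0 and M2 together, 4473 genes were DEGs between *Prep*-/- and *Prep*+/- BMDMs in at least 1 of these states. By mean log2 CPM over the 4 groups, 724 of them (16.2%) were highest in *Prep*-/- M2, 721 (16.1%) in *Prep*+/- M2, 1560 (34.9%) in *Prep*-/- M0 and 1468 (32.8%) in *Prep*+/- M0. This is a description of group means with no test. The number highest in *Prep*-/- M2 moved most, to 518, when only genes with at least 10 counts in every library were used. Hierarchical clustering of the scaled values into 6 clusters, numbered here in an order of their own, gave 2 clusters with their highest mean in *Prep*-/- M2. One held 490 genes, with mean scaled values of -0.995 in *Prep*+/- M0, -0.243 in *Prep*-/- M0, 0.126 in *Prep*+/- M2 and 1.11 in *Prep*-/- M2, so that they rose with M2 polarization and with *Prep* knockout. The other held 71 genes, at -0.192, -0.372, -0.511 and 1.08 in the same order.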

To further explore the underlying mechanism of *Prep* knockout-induced exacerbated fibrosis, we focused on gene clusters 4 and 6 obtained via transcriptome analysis of M0 and M2 cells, which were characterized by upregulated expression after *Prep* knockout and/or M2 polarization (Fig. 5d). We found that PREP direct downstream genes in M0 and/or M2 BMDMs constituted a substantial proportion of these two clusters (Fig. 5e), indicating a prominent role of PREP in direct inhibition of gene expression in M2-polarized macrophages.

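Gene lists for these pathways were written from general knowledge in place of the KEGG lists, and each was tested with limma's camera, which compares the genes of a list with all other genes, at an inter-gene correlation of 0.01 and with adjustment over 14 pathway lists. In M2, genes for antigen processing and presentation were higher in *Prep*-/- BMDMs (44 genes, camera adjusted p = 1.41e-04, median log2 fold change 0.23, 15 DEGs higher and 1 lower, 34 genes rising). Zinc finger genes, used in place of the herpes simplex virus 1 list because that list consists largely of them, were also higher (311 genes, camera adjusted p = 2.37e-06, median log2 fold change 0.28, 23 DEGs higher and 3 lower, 248 genes rising). The lower lists were DNA replication (35 genes, camera adjusted p = 4.13e-18, median log2 fold change -1.08, 23 DEGs, all lower), cell cycle (67 genes, camera adjusted p = 2.97e-21, median -0.98, 40 DEGs, all lower), homologous recombination (31 genes, camera adjusted p = 1.11e-13, median -1.23, 21 DEGs, all lower) and the Fanconi anemia pathway (42 genes, camera adjusted p = 6.20e-10, median -0.62, 21 DEGs, all lower). At an unadjusted p under 0.05, the genes with higher expression in these 4 lists numbered 1 in DNA replication, 0 in cell cycle, 0 in homologous recombination and 1 in the Fanconi anemia pathway. With genes of a group at or under 3 counts set to their bound, the medians were 0.24 for antigen processing and presentation and 0.29 for zinc finger genes. With the correlation estimated per list, the alternative that moved these lists most, the 4 lower lists stayed past the threshold (camera adjusted p up to 0.0196), and the antigen and zinc finger lists did not (0.181 each). In another split of the 6 M2 libraries into 3 and 3, the median of the antigen list reached 0.31 in size. All 6 lists passed with fry. In the preranked GSEA, the type of test the paper used, the normalized enrichment scores were 2.23 for antigen processing and presentation, 2.38 for zinc finger genes, -2.76 for DNA replication and -2.64 for homologous recombination.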

We then performed functional enrichment of *Prep* knockout-induced DEGs in M2-polarized BMDMs by performing a GSEA of KEGG pathways, and found that activated pathways induced by *Prep* knockout included “lysosome”, “herpes simplex virus 1 infection” and “antigen processing and presentation”, while suppressed pathways were mainly related to “DNA replication” and related pathways such as “homologous recombination” and “cell cycle” (Fig. 5f). 

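In M1, the steroid biosynthesis list was higher in *Prep*-/- BMDMs (15 genes, camera adjusted p = 6.57e-05, median log2 fold change 1.13, 10 DEGs, all higher). The cholesterol metabolism list did not pass with camera (31 genes, adjusted p = 0.108, median 0.05, 8 DEGs, all higher) but passed with fry (adjusted p = 0.00309) and with preranked GSEA (adjusted p = 0.00190), with a range of 0.00190 to 0.513 over its alternatives. The ribosome list, which includes mitochondrial ribosomal proteins, was lower (160 genes, camera adjusted p = 2.49e-11, median -0.40, 20 DEGs, all lower, 7 genes rising). DNA replication (camera adjusted p = 2.57e-07, median -0.61, 18 DEGs, all lower) and the spliceosome (101 genes, camera adjusted p = 1.43e-10, median -0.41, 27 DEGs, all lower) were lower as well. Genes of the IL-17 signaling pathway were lower (60 genes, camera adjusted p = 0.0221, median -0.17, 3 DEGs higher and 16 lower). This call was lost without *Prep*-/- M1 replicate 2 (0.0530) and with genes at 10 or more counts in every library (0.518), and without genes shared between lists its direction was the opposite (0.842), in a range of 0.00258 to 0.842 over the alternatives. The cytokine-cytokine receptor interaction list did not pass with camera (107 genes, adjusted p = 0.327, median 0.04, 20 DEGs higher and 24 lower) and passed with preranked GSEA (adjusted p = 0.00528, normalized enrichment score -1.52), in a range of 0.00528 to 0.705 over its alternatives. Its median was 0.02 with genes at or under 3 counts in a group set to their bound. At an unadjusted p under 0.05, 5 genes of the cholesterol list and 0 of the steroid list were lower, and 1 gene of the ribosome list, 0 of DNA replication and 4 of the spliceosome were higher. The lists past the threshold with camera also passed with fry. With the correlation estimated per list, none of these M1 lists passed the threshold, with an adjusted p of 0.131 for the spliceosome and 0.370 for DNA replication, steroid biosynthesis, the ribosome and IL-17 signaling.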

We also performed GSEA of KEGG pathways in *Prep* knockout-induced DEGs M1-polarized BMDMs, and found that the main activated pathways included “steroid biosynthesis” and “cholesterol metabolism”, while the suppressed pathways were mainly related to the central dogma of genetics (i.e., “ribosome”, “DNA replication” and “spliceosome”) and proinflammatory immune activation (“cytokine-cytokine receptor interaction” and “IL-17 signaling pathway”) (Fig. 5g).

### PREP inhibits lysosome-related functions and lysosomal cathepsin expression in macrophages

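The lysosome list of 103 genes was higher in *Prep*-/- M2 than in *Prep*+/- M2 BMDMs, with a camera adjusted p of 8.73e-11, a median log2 fold change of 0.32 and 86 genes rising. Its p was the smallest of the lists with higher expression in M2 under camera, and its normalized enrichment score of 2.76 was the largest in preranked GSEA. The call held under its 14 alternatives, with an adjusted p between 2.21e-15 and 0.0136, the largest with the correlation estimated per list.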

The top first activated pathway induced by *Prep* knockout in M2 BMDMs was “lysosome”, as indicated by GSEA of KEGG pathways (Figs. 5e and 6a). Considering the central physiological role of lysosomes in phagocytosis and cell invasion^35^, we assessed the phagocytotic and invasion abilities of *Prep*^-/-^ and *Prep*^+/-^ BMDMs in the M0 and M2 states. We found that M2 polarization significantly increased the number of latex beads phagocytosed by BMDMs and the number of invading BMDMs, while *Prep* knockout significantly induced a further increase in phagocytosis and cell invasion in the M2 state (Fig. 6b, c), indicating an inhibitory role of PREP in lysosome-related macrophage phagocytosis and invasion functions. 

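Of the 103 genes of the lysosome list, 33 were DEGs with higher and 2 with lower expression in *Prep*-/- M2 BMDMs, 34.0% of the list. Of its 48 lysosomal catabolic enzymes, 18 were DEGs with higher and 1 with lower expression, 39.6%, with a median log2 fold change of 0.37 and 43 genes rising. In M0 the same enzymes had 19 higher and 3 lower DEGs (45.8%, median 0.31), and in M1 8 higher and 1 lower (18.8%, median 0.20). For the whole list these numbers were 32 higher and 8 lower in M0 (38.8%) and 12 higher and 3 lower in M1 (14.6%).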

We further evaluated lysosome-related DEGs induced by *Prep* knockout, and found that a substantial portion of genes encoding lysosome catabolic enzymes. These genes include genes encoding cathepsin proteases, i.e., *Ctsb*, *Ctsd*, *Ctsk*, and *Ctss* (Fig. 6d). 

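On GRCm39, *Ctsb* lies on chromosome 14 from 63358384 to 63383372 (plus strand), *Ctsd* on chromosome 7 from 141929646 to 141941775 (minus strand), *Ctsk* on chromosome 3 from 95406178 to 95416732 (plus strand) and *Ctss* on chromosome 3 from 95433963 to 95463717 (plus strand), so that *Ctsk* and *Ctss* are neighbours. All 4 are annotated as protein-coding. *Ctsb* overlaps *Fdft1* on the opposite strand, *Ctsd* overlaps Gm49369 and *Ctss* overlaps Hmgb1-ps5 on the same strand, and counts of these genes could include reads of the others.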

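From M0 to M2 in *Prep*+/- BMDMs, *Ctsk* rose from 160 ± 16.7 to 467 ± 48.1 normalized counts (SD, n = 3 each), a log2 fold change of 1.55 (standard error 0.17, edgeR adjusted p = 4.43e-06). *Ctss* rose from 37573 ± 2551 to 54729 ± 3478 (SD, n = 3 each), a log2 fold change of 0.54 (standard error 0.16, edgeR adjusted p = 0.0276) and thus a fold change of 1.46, under the minimum of 1.5. Its adjusted p was above 0.05 in each of the 6 fits that left out 1 library, at 0.0566 to 0.119, against a range of 9.67e-04 to 0.119 over all alternatives. *Ctsb* was at 213850 ± 9768 in M0 and 216879 ± 13428 in M2 (SD, n = 3 each, log2 fold change 0.02, standard error 0.13, edgeR adjusted p = 0.936), and *Ctsd* at 185351 ± 9518 and 176066 ± 5428 (SD, n = 3 each, log2 fold change -0.07, standard error 0.14, edgeR adjusted p = 0.761). The M0 and M2 libraries of *Ctsb* and of *Ctsd* overlapped, while those of *Ctsk* and *Ctss* did not. Of the 4 genes, 2 passed an adjusted p of 0.05, and also 2 when adjusted over the list alone. Both *Ctsb* and *Ctss* have an annotated gene overlapping them.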

Only the expression of *Ctsk* and *Ctss* was significantly induced after M2 polarization of *Prep*^+/-^ BMDMs, while the expression of *Ctsb* and *Ctsd* remained unchanged. However, when *Prep* was knocked out, the expression of *Ctsb*, *Ctsd*, *Ctsk* and *Ctss* in M2 BMDMs was consistently increased (Fig. 6d).

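In M2, *Prep*-/- BMDMs had 366607 ± 30054 normalized counts of *Ctsb*, 264343 ± 33250 of *Ctsd*, 985 ± 48.5 of *Ctsk* and 105058 ± 11137 of *Ctss* (SD, n = 3 each), and for each gene all 3 libraries exceeded the 3 *Prep*+/- M2 libraries. The log2 fold change against *Prep*+/- M2 was 0.76 for *Ctsb* (standard error 0.13, edgeR adjusted p = 4.17e-04), 0.59 for *Ctsd* (standard error 0.14, edgeR adjusted p = 0.00576), 1.08 for *Ctsk* (standard error 0.16, edgeR adjusted p = 1.66e-04) and 0.94 for *Ctss* (standard error 0.16, edgeR adjusted p = 5.55e-04). All 4 also passed when adjusted over the list alone, and each adjusted p stayed under 0.05 in the 15 alternatives. The fold change of *Ctsd*, 1.50, lay at the minimum of 1.5 for a DEG. It fell below the minimum in 8 of these alternatives. The lowest log2 fold change was 0.52, without *Prep*-/- M2 replicate 1. In M0, the log2 fold change between genotypes was 0.94 for *Ctss* (standard error 0.16, edgeR adjusted p = 2.15e-04) and 0.42 for *Ctsb* (standard error 0.13, edgeR adjusted p = 0.0116), while *Ctsd* (0.29, edgeR adjusted p = 0.0999) and *Ctsk* (-0.11, edgeR adjusted p = 0.631) did not pass. The *Ctsb* call in M0 was lost without *Prep*+/- M0 replicate 2 (0.0514) or 3 (0.0568) and with only the libraries compared in the fit (0.115), in a range of 4.37e-04 to 0.115, and *Ctsd* passed without *Prep*-/- M0 replicate 2 (0.0446), in a range of 0.0446 to 0.521. Tested against the effect in M0, the effect in M2 was larger for *Ctsk* (difference 1.18, standard error 0.23, edgeR adjusted p = 0.00622), and did not differ past the threshold for *Ctsb* (0.34, edgeR adjusted p = 0.248), *Ctsd* (0.30, edgeR adjusted p = 0.358) or *Ctss* (edgeR adjusted p = 1.00).

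**Figure D3:**
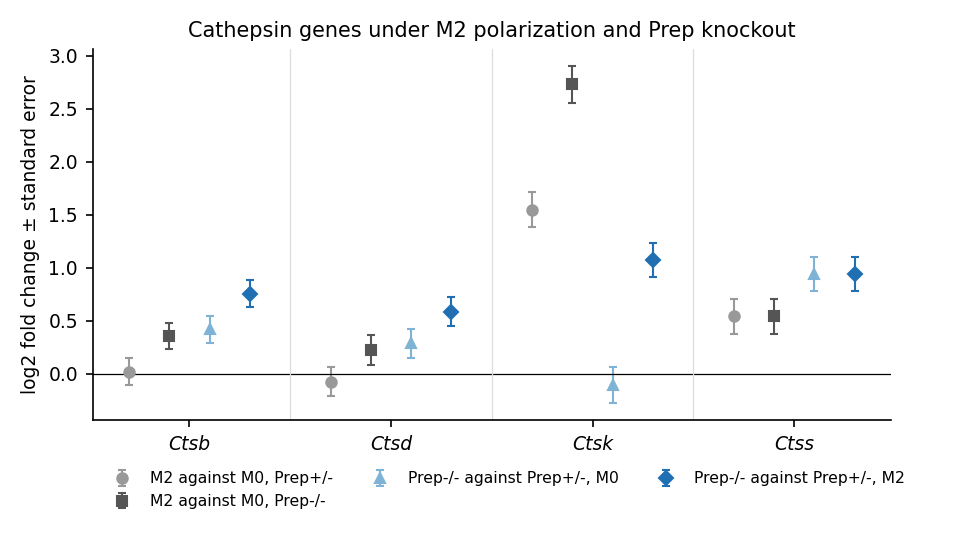
Log2 fold change with 1 standard error of the 4 cathepsin genes for M2 against M0 in *Prep*+/- (light grey circles) and *Prep*-/- (dark squares) BMDMs, and for *Prep*-/- against *Prep*+/- in M0 (light blue triangles) and M2 (blue diamonds), where 0 on the vertical axis is no difference. The blue diamonds lie above 0 for all 4 genes, from 0.59 for *Ctsd* to 1.08 for *Ctsk*.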

**Fig. 6:**
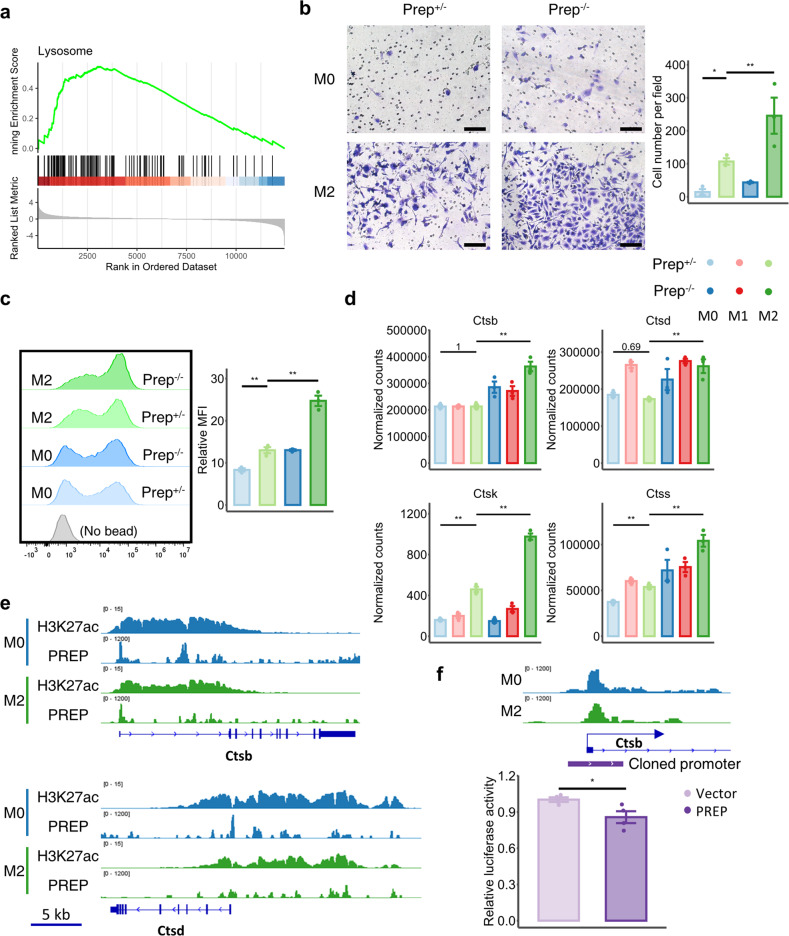
PREP-mediated transcriptional regulation inhibits the expression of cathepsins in M2 -polarized macrophages. **a** Gene set enrichment analysis (GSEA) plot showing the KEGG pathway “lysosome” in the DEGs between the *Prep*^-/-^ and *Prep*^+/-^ BMDMs (*Prep*^-/-^ vs. *Prep*^+/-^) in the M2 state. **b** Phagocytosis assay of the *Prep*^-/-^ and *Prep*^+/-^ BMDMs in the M0/M2 state. The left panel shows representative flow cytometry histograms of FITC fluorescence intensity, and the right panel shows the relative median fluorescence intensity (MFI) in the FITC channel. The results were compared by one-way ANOVA and LSD post hoc test. *n* = 3 for each group. **c** Invasion assay of the *Prep*^-/-^ and *Prep*^+/-^ BMDMs in the M0/M2 state. Scale bar indicates 100 μm. The left panel shows representative microscopic fields, and the right panel shows the cell numbers per field. The results were compared by one-way ANOVA and LSD post hoc test. *n* = 3 for each group. **d** Representative gene expression of cathepsins in the bulk RNA-seq data obtained from differentially polarized BMDMs of *Prep*^+/-^ and *Prep*^-/-^ mice. **e** Representative PREP CUT&Tag peak tracks showing H3K27ac deposition and PREP distribution at the *Ctsb* and *Ctsd*, *Ctsk* and *Ctss* gene loci in BMDMs in the M0 and M2 states. **f** Relative luciferase activity of the *Ctsb* promoter in NIH-3T3 cells transfected with the PREP overexpression plasmid or control plasmid. The results were compared by unpaired two-tailed Student’s t test. *n* = 4 for each group. The relationship between the cloned *Ctsb* promoter and PREP distribution in BMDMs in the M0 and M2 states is shown. Data information: Bars represent the mean ± SEM. *p < 0.05, **p < 0.01.

To validate the direct transcriptional repression of PREP on the expression of genes encoding cathepsin, we first inspected PREP CUT&Tag signal in BMDMs. We found that the PREP distribution sites were distributed around or inside the cathepsin gene regions, and in close proximity to H3K27ac-marked regions (Fig. 6e). Then, we sought to validate PREP-mediated direct transcriptional repression of *Ctsb* and *Ctsd* in NIH-3T3 cells, a murine cell line used for transfection and previously reported to display nucleus-localized PREP^36^. We found that *Prep* silencing and overexpression in NIH-3T3 cells induced the upregulation and downregulation of Ctsb/Ctsd expression, respectively (Supplementary Fig. 4a-b). Furthermore, we performed a dual-luciferase reporter assay with NIH-3T3 cells, and found that the transcriptional activity of the *Ctsb* promoter was suppressed when PREP was overexpressed (Fig. 6f). These results collectively indicate that PREP-mediated transcriptional regulation inhibits the expression of genes encoding cathepsins.

### The absence of PREP contributes to an increase in profibrogenic cathepsin B and D levels in the fibrotic liver

Cathepsin B (CTSB) and cathepsin D (CTSD) are the two most abundant cathepsins in lysosomes and have been reported to play profibrogenic roles in liver fibrosis^37,38^; therefore, we hypothesized that they might be the key to the mechanism underlying *Prep* knockout-induced exacerbated liver fibrosis. We first examined the hepatic distribution of CTSB and CTSD in the murine liver based on recently published scRNA-seq data^39^. Although cathepsins are widely expressed in nearly all liver cells that possess lysosomes^37^ and their expression in hepatic stellate cells (HSCs) is elevated during HSC activation, according to a previous study^40^, we found that cathepsin B and D were predominantly expressed in macrophages in healthy and NAFLD mouse livers (Supplementary Fig. 5a-b). Therefore, macrophages could be regarded as the main source of these two profibrogenic proteins during liver fibrosis, which in turn indicates that the expression levels of CTSB and CTSD in homogenized liver tissue samples may roughly reflect their levels in hepatic macrophages in vivo. Therefore, we measured the mRNA levels of CTSB and CTSD and found them to be upregulated markedly in WD/CCl_4_-treated mice of both genotypes, and more importantly, their levels were further increased by *Prep* knockout (Fig. 7a). The higher levels of CTSB and CTSD in *Prep*^-/-^ mice compared with *Prep*^+/-^ mice were further validated at the protein level (Fig. 7b, c).

**Fig. 7:**
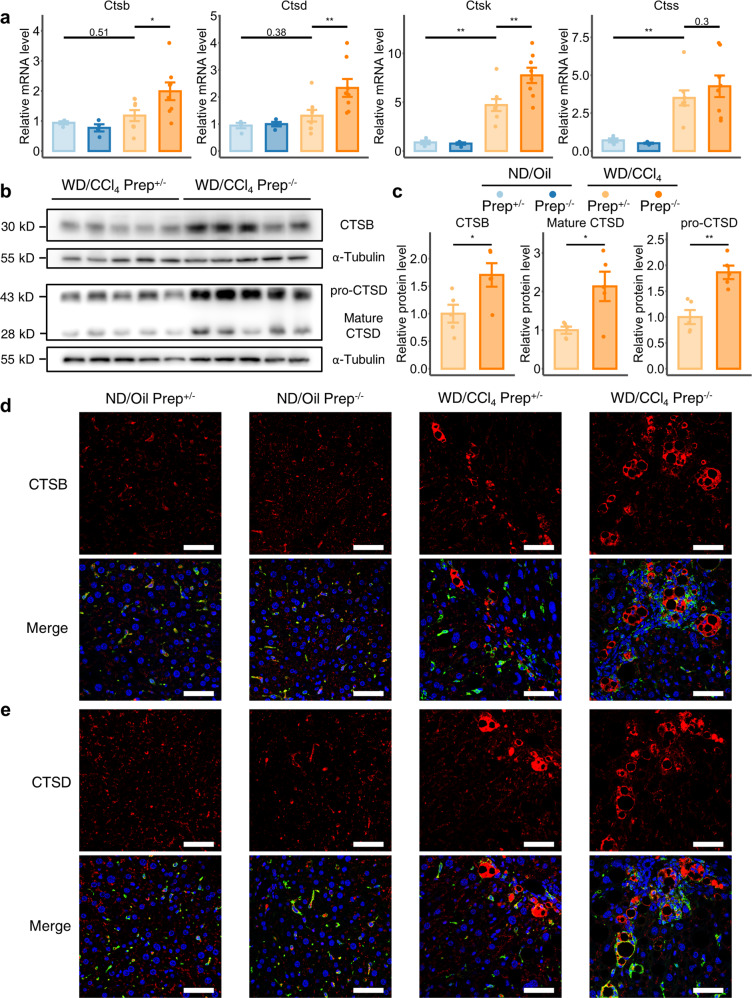
Profibrogenic cathepsin B and D are further upregulated in WD/CCl_4_-induced liver fibrosis after mouse *Prep* gene ablation. **a** Relative mRNA levels of the cathepsin family in *Prep*^+/-^ and *Prep*^-/-^ mice treated with WD/CCl_4_ or ND/Oil. The results were compared by one-way ANOVA and LSD post hoc test. *n* = 8 for WD/CCl_4_-treated groups; *n* = 4 for ND/Oil-treated groups. **b**, **c** Western blot analysis (**b**) performed on liver tissue lysates of *Prep*^+/-^ and *Prep*^-/-^ mice treated with WD/CCl_4_. The level of cathepsin B (CTSB) and cathepsin D (CTSD) were based on the housekeeping control α-tubulin; the densitometry results (**c**) were normalized to the quantity of α-tubulin and compared by unpaired two-tailed Student’s t test. *n* = 5 for each group. **d**, **e** Representative confocal immunofluorescence images showing the tissue distribution of two cathepsin members (red), i.e., CTSB (d) and CTSD (**e**) in liver sections of *Prep*^+/-^ and *Prep*^-/-^ mice treated with WD/CCl_4_ or ND/Oil. Macrophages were labeled by IBA1 immunoreactivity (green). Nuclei were labeled by DAPI (blue). Scale bar indicates 50 μm. Data information: Bars represent the mean ± SEM. *p < 0.05, **p < 0.01.

We further examined the histological distribution of CTSB and CTSD in mouse livers. We found that CTSB and CTSD in healthy mouse livers were mainly distributed in the cytoplasm of macrophages, where they appeared as large spots, and were also distributed in nonmacrophage cells, where they appeared as small spots with low fluorescence intensity (Fig. 7d, e). However, in WD/CCl_4_-induced fibrotic livers, in addition to the small spots with low fluorescence intensity, we found large ring-like aggregates of CTSB and CTSD with high immunofluorescence signals deposited in fibrotic lesions; these ring-like aggregates was larger in *Prep*^-/-^ mice than in *Prep*^+/-^ mice (Fig. 7d, e). We zoomed in and found that these aggregates were predominantly colocalized with or were in close proximity to macrophages (Supplementary Fig. 5c), and did not colocalize with HSCs (Supplementary Fig. 5d-e), signifying that macrophages were the predominant sources of these aggregates in liver fibrosis.

Taken together, our findings indicate that PREP in macrophages serves as a transcriptional coregulator that interacts with the transcription factor PU.1 and regulates active *cis*-regulatory genomic regions. The transcriptional regulatory activity of PREP inhibits profibrogenic cathepsin B and D expression, thus constraining pathological fibrosis progression (Fig. 8).

**Fig. 8:**
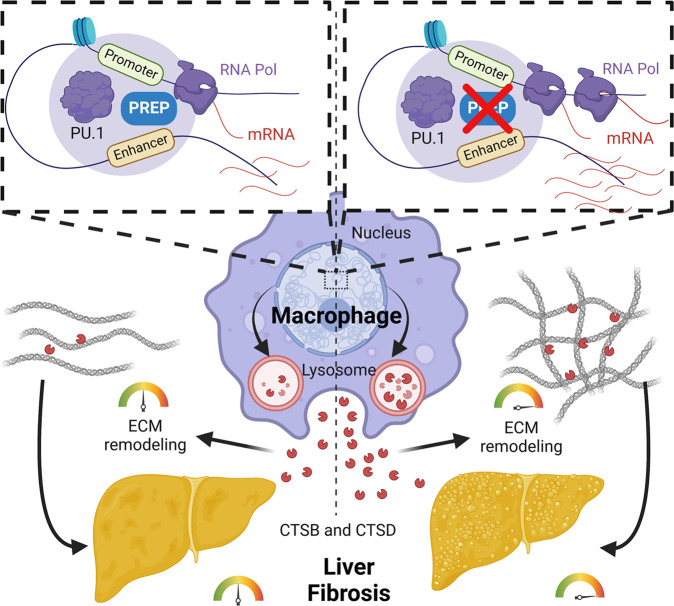
Schematic showing PREP-mediated transcriptional regulation in hepatic macrophages during liver fibrosis (created with BioRender.com). PREP prolyl endopeptidase, Pol polymerase, ECM extracellular matrix, CTSB cathepsin B, and CTSD cathepsin D.

## Discussion

Transcriptional regulation in macrophages largely determines the state and function of macrophages^7–9^, but related molecular mechanisms have not been fully elucidated. Recent studies have increased the appreciation for transcription-related dogmas and highlight the role of transcriptional coregulators in fine-tuning of transcription^41,42^. In this study, we found that PREP in macrophages could remodel the cellular transcriptome and functions, partially inhibiting the development of fibrosis. We identified that nucleus-localized PREP in macrophages functions as a transcriptional coregulator: it is mainly distributed in active *cis*-regulatory genomic regions, and physically interacts with the transcription factor PU.1. Our data revealed that PREP plays a crucial role in regulating macrophage functions and provides new insights into transcriptional mechanisms and fibrosis-related pathophysiology.

Transcriptional coregulators are proteins that exhibit transcription regulation-related activity without binding to DNA per se; in contrast, they bind with DNA-bound transcription factors to mediate downstream gene regulation^42^. Well-characterized transcriptional coregulators include steroid receptor coactivator (SRC) family members, which are coregulators of nuclear receptors^41,43^. However, transcriptional coregulators with crucial transcription-related functions for other transcription factors remain to be discovered. In this study, a novel role for PREP as a transcriptional coregulator in remodeling the macrophage transcriptome is reported for the first time. We proposed it based on the following evidence: (1) PREP in macrophages is predominantly localized to the nucleus and mainly distributed in TSS-adjacent *cis*-regulatory regions (Fig. 3); (2) PREP in macrophages physically interacts with the transcription factor PU.1, and is distributed in genomic regions enriched with PU.1 motif sequences and bound by PU.1 (Fig. 4); and (3) PREP is absent for currently appreciated DNA-binding-related structure^20^. These characteristics coincide with the current theory of transcriptional coregulators, i.e., “*do not bind DNA directly but are recruited by TFs to specific genomic regulatory loci*”^42^. Therefore, the discovery of PREP as a novel transcriptional coregulator would help to expand current understanding of the transcriptional network. Considering the marked change in the transcriptome induced by *Prep* ablation (Fig. 1) and the high number of PREP direct downstream genes (Fig. 5), the influence of PREP-mediated transcriptional regulation should not be neglected, at least not in macrophages.

PREP was traditionally recognized as a cytosolic member of the DPP family with hydrolytic activity in processing immunoactive peptides and neuropeptides^19^. However, nonproteolytic functions of PREP mediated through its physical interaction with other proteins (e.g., α-synuclein) have been discovered in recent studies^20^. In addition, the nuclear localization of PREP in cells including fibroblasts, germ cells and cerebellar granule cells has been sporadically reported^36,44,45^, but the corresponding biological functions related to this nuclear localization has remained elusive and unexplored. In this study, we identified a novel function of PREP as a transcriptional coregulator that interacts with the transcription factor PU.1 in transcriptional regulation-related nuclear condensates (Figs. 3 and 4). In fact, PREP consists of two main domains, a hydrolase catalytic domain and a seven-bladed β-propeller domain^20^. Although the β-propeller domain in PREP has been proposed to be a substrate-gating filter for the hydrolase catalytic domain^46^, the β-propeller domain is a conserved structure in numerous proteins with versatile functions, including providing a platform for protein-protein interactions^47^. Therefore, PREP may interact with other proteins, including transcription factors, through its β-propeller domain to regulate transcription. In eukaryotic cells, many proteins have been found to exhibit more than one unique biological activity, a phenomenon called “protein moonlighting”^48,49^. In the era of transcriptional regulation, for instance, some histone-modifying proteins have been found to possess noncatalytic functions independent of their enzymatic activities^50^. Our findings indicate that PREP may also be a multifunctional protein that plays dual roles in peptide processing and transcriptional regulation, which broadens the current understanding of PREP per se and transcriptional regulatory proteins.

Although immune activation of macrophages relies on extracellular signal-activated signal-transduction to be initiated, the ultimate intensity of immune responses needs to be fine-tuned by transcriptional regulatory network and epigenetic modifications^51^. Numerous functional gene modules in macrophages also need to be differentially regulated in accordance with the microenvironment^2,52^. In this study, *Prep* ablation contributed to significant changes in the transcriptome, especially the expression of M1/M2-related markers, during M1/M2 polarization (Fig. 1). Interestingly, the effect of *Prep* knockout on M1/M2 polarization marker expression varied among different specific markers, as exemplified by upregulated *Nos2* in contrast with downregulated inflammatory triads under M1 polarization, as well as upregulated *Arg1* and *Mrc1* in contrast with downregulated *Chil3* and *Retnla* (Fig. 1). These seemingly contradictory results indicate that PREP-mediated transcriptional regulation ultimately leads to the differential regulation of different functional modules under the same macrophage activation, which coincides with *Prep* knockout-induced alterations in multiple immune-related functional gene modules (Fig. 5). More importantly, we found that *Prep* ablation induced a marked increase in phagocytosis and invasion ability of M2-polarized macrophages (Fig. 6), indicating that PREP-mediated transcriptional regulation in functional gene modules were sufficient to induce profound alterations in corresponding functional phenotypes of macrophages. One of the physiological functions of transcriptional coregulators is to preferentially modulates genes in several specific gene modules among all the downstream modules of a transcription factor^42^. Based on this notion, PREP may serve as a transcriptional coregulator with a preferential regulatory effect on some PU.1 downstream modules, and is therefore a promising target for fine-tuning of macrophage immune activation.

Fibrosis is a key pathophysiological process that involves the substantial participation of aberrantly activated macrophages in close proximity to fibrotic regions in tissues^53–55^. The molecular and functional features of these fibrosis-related macrophages can be partially reproduced during M2 polarization in vitro^34^. ECM remodeling-related proteases in macrophages not only facilitate cell migration and invasion through the ECM, but also are profibrogenic factors by remodeling the excessively produced ECM protein into disorganized ECM in fibrotic tissue^10,56,57^. In this study, we found that genes encoding lysosomal proteins, as well as cellular functions including phagocytosis and cell invasion, were collectively upregulated after *Prep* knockout in M2-polarized macrophages (Fig. 6), indicating a repressive role for PREP in lysosome-related functional modules, including ECM remodeling. Lysosomes are highly enriched with enzymes. These enzymes can facilitate the degradation of macromolecules via phagocytosis, as well as cell invasion and ECM remodeling after being secreted into the extracellular space^35,58^. Among these lysosomal genes, genes encoding two established profibrogenic proteases, cathepsin B and D^38^, were overexpressed in *Prep*^-/-^ M2-polarized BMDMs and *Prep* knockdown NIH-3T3 cells, and cathepsin B and D were morbidly aggregated in fibrotic regions of WD/CCl_4_-induced fibrotic murine liver (Figs. 6 and 7). Correspondingly, liver fibrosis was exacerbated in WD/CCl_4_-induced fibrotic murine livers (Fig. 2). These results indicate that PREP is crucial for inhibiting cathepsin-mediated pathological ECM remodeling in multiple cell types, especially macrophages, which are the main source of fibrosis-related cathepsins. Although PREP-mediated transcriptional regulation seems to exert a permissive effect on inflammation, as signified by macrophage proinflammatory M1 polarization (Figs. 1 and 5) and our previous studies in NASH liver inflammation murine models^25,26^, the key pathological process underlying fibrosis progression is aberrant tissue repair (e.g., fibrogenesis and ECM remodeling) during intermissions of repetitive inflammation, but not inflammation episodes per se^59^. Considering the preferential regulatory effect of PREP on different functional modules, we propose that PREP in macrophages in a pathological microenvironment serves as a transcriptional coregulator that not only supports proinflammatory responses during inflammation but also hinders ECM remodeling during fibrosis. Additionally, based on clinical evidence, circulatory PREP activity has been found to be strongly and negatively correlated with cirrhosis prognostic scores in cirrhotic patients^60^. Collectively, these evidences indicate that the pathogenesis of fibrosis might involve insufficient PREP-mediated transcriptional repression on cathepsin B and D expression in macrophages.

The major limitation of this study is the limited appreciation of the underlying biochemical functions of PREP behind its role as a transcriptional coregulator, as this is beyond our current technical ability. In addition, global knockout of PREP is not as powerful as macrophage-specific knockout in validating the predominant role of macrophages in PREP/cathepsin axis-related aggravated liver fibrosis. Moreover, the liver fibrosis mimicked by the WD/CCl_4_ model did not fully recapitulate fibrosis in NASH because of differences in the tissue injury for eliciting fibrotic processes.

In summary, the data in this study have revealed a novel molecular function for PREP as a transcriptional coregulator of the transcription factor PU.1 in macrophages. PREP-mediated transcriptional regulation markedly remodels the transcriptome of macrophages and alters their functions, including suppressing the expression of the profibrogenic proteins cathepsin B and D and consequently inhibiting fibrosis. The discovery of PREP as a transcriptional coregulator in macrophages indicates that it is a promising molecular target for fine-tuning macrophage activation and deepens the current understanding of NASH-related fibrosis pathophysiology.

## Supplementary information

Supplementary file

## Data Availability

The genomics data were deposited in the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) and are accessible through the GEO Series accession number GSE213051. All other data supporting the findings of this study are available from the corresponding authors on reasonable request.

# Supplementary material for: Prolyl endopeptidase remodels macrophage function as a novel transcriptional coregulator and inhibits fibrosis
**Source:** Exp Mol Med. 2023 Jul 3;55(7):1437–50. doi: 10.1038/s12276-023-01027-8
**Supplement:** Supplementary file 1 — Supplementary file

# **Prolyl endopeptidase remodels macrophage function as a novel transcriptional coregulator and inhibits fibrosis**

Shuang-Zhe Lin<sup>a,†</sup>, Wei-Jie Wu<sup>a,b,†</sup>, Yu-Qing Cheng<sup>a</sup>, Jian-Bin Zhang<sup>a</sup>, Dai-Xi Jiang<sup>a,c</sup>, Tian-Yi Ren<sup>a,d</sup>, Wen-Jin Ding<sup>a</sup>, Mingxi Liu<sup>e\*</sup>, Yuan-Wen Chen<sup>f,g\*</sup> and Jian-Gao Fan<sup>a,d\*</sup>

This PDF file includes:

Supplementary Materials and Methods

Supplementary Figures

## **Supplementary Materials and Methods**

### **RNA-seq library preparation and sequencing**

Total RNA was isolated via TRIzol reagent according to the manufacturer's protocol and used for subsequent RNA-seq analysis. 500 ng RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were subsequently constructed using TruSeq Stranded mRNA LTSample Prep Kit (Illumina, San Diego, CA, USA) according to the manufacturer's instructions. Paired-end sequencing was carried out with the Illumina NovaSeq 6000 with read length of 150 bp. About 50 million raw reads for each sample were generated.

### **ChIP-seq data analysis pipeline**

H3K27ac and PU.1 ChIP-seq data of differently polarized BMDMs were generated by a previous research<sup>1</sup> (GSE38377). Single-end reads ChIP-seq were aligned to mm10 genome using bwa (v0.7.17.4). Deeptools (3.3.2) was used to generate the read coverage track (command bamCoverage with normalization by RPKM). Peak calling for H3K27ac and PU.1 was performed to generate bedGraph files using macs2(v2.1.4). The bedGraph files containing signal per million reads were then compared to derive differential ChIP-seq peaks by using command bdgdiff from macs2. Command plotProfile and plotHeatmap in deeptools were used to visualize the H3K27ac and PU.1 distribution over regions centered by H3K27ac and PU.1 peaks respectively.

### **scRNA-seq data analysis pipeline**

scRNA-seq data of liver from mice on either standard diet or western diet were generated by a previous research<sup>2</sup> (GSE192742) and are available for additional analysis and download at [www.livercellatlas.org](http://www.livercellatlas.org). The preprocessed data with annotated cell-identity information generated by the original research were downloaded at [www.livercellatlas.org](http://www.livercellatlas.org). DotPlot made by package Seurat (4.3.0) was used to visualize the gene expression pattern in different cell clusters.

### **Serum biochemical analysis**

The serum levels of alanine aminotransferase (ALT) and aspartate aminotransferase (AST) were determined by ALT activity assay kit (MAK052, Sigma Aldrich) and AST activity assay kit (MAK055, Sigma Aldrich), respectively.

## RT-qPCR

Total RNA was isolated via TRIzol reagent according to the manufacturer's protocol. RNA was reverse transcribed to cDNA using the PrimeScript™ RT Master Mix kit (TaKaRa, RR036A). The cDNA was diluted 10 times and used as RT-qPCR template. cDNA was amplified and quantified in QuantStudio3 Real-Time PCR system using the qPCR SYBR® Green Master Mix (Yeasen, 11199ES08). The relative expression levels of *Col1a1*, *Col1a2*, *Ctsb*, *Ctsd*, *Ctsk* and *Ctss* were calculated relative to *Gapdh* using the comparative cycle threshold method. The primer sets are as follows: *Col1a1*, 5'-GCTCCTCTTAGGGGCCACT-3' and 5'-CCACGTCTCACCATTGGGG-3'; *Col1a2*, 5'-GTAACCTTCGTGCCTAGCAACA-3' and 5'-CCTTTGTCAGAATACTGAGCAGC-3'; *Ctsb*, 5'-TCCTTGATCCTTCTTTCTTGCC-3' and 5'-ACAGTGCCACACAGCTTCTTC-3'; *Ctsd*, 5'-CGATTATCAGAATCCCTCTGCG-3' and 5'-GGTCTTAGGCGATGACTGCAT-3'; *Ctsk*, 5'-GAAGAAGACTCACCAGAAGCAG-3' and 5'-TCCAGGTTATGGGCAGAGATT-3'; *Ctss*, 5'-CCATTGGGATCTCTGGAAGAAAA-3' and 5'-TCATGCCCCACTTGGTAGGTAT-3'; primer set for GAPDH (CAT# B661304-0001) was purchased from Sangon Biotech (Shanghai, China).

## Immunoblotting and immunoprecipitation

The liver tissue samples were homogenized in RIPA buffer containing 1% PMSF. The protein samples were separated on 10% SDS-PAGE gel, and electroblotted onto PVDF membranes. The membranes were blocked for 1 h at RT in 5% w/v non-fat dry milk in TBST buffer, and incubated overnight at 4°C with the following primary antibodies: PREP (Abcam, ab58988), 1:1000;  $\alpha$ -SMA (Abcam, ab7817), 1:1000; Cathepsin B (Abcam, ab214428), 1:2000; Cathepsin D (Abcam, ab75852), 1:2500; and  $\alpha$ -Tubulin (1E4C11; ProteinTech, 66031-1-Ig), 1:2500. After washing in TBST, the blots were incubated with HRP-conjugated anti-rabbit or mouse IgG. The signal was detected with the Immobilon Western HRP Substrate (Millipore, WBKLS0100) using the Amersham Imager 680 (GE Healthcare).

For PREP immunoprecipitation, cells were lysed in cold RIPA buffer supplemented with Protease inhibitor cocktail (Beyotime, P1010), sonicated and centrifuged. Supernatants were then incubated with primary antibody of PREP (Abcam, ab58988) for 1 hour at RT. Protein A magnetic beads (Beyotime, P2102) were added and rotated

at RT for 1 hour. The beads were then washed 3 times with TBST, resuspended in reducing SDS gel loading buffer, and heated at 95°C for 10 minutes. The immunoprecipitated proteins were subsequently analyzed by western blotting with the primary antibodies for PREP (Abcam, ab58988) and PU.1 (Abcam, ab227835).

### **Histological analysis**

For general histological pathology and fibrosis detection, formalin-fixed liver tissue samples were embedded in paraffin and 4 µm sections and stained with Hematoxylin and Eosin (HE) and Sirius Red according to standardized protocols. Images were captured by using Olympus BX51 microscope. Quantification of Sirius red positive staining of liver sections was performed by using ImageJ (v1.53c).

For histological immunofluorescence, paraffin-embedded mouse liver tissue sections were deparaffinized and rehydrated, followed by antigen retrieval in citrate solution for 15 min. Then the sections were covered with 5% BSA in PBS at room temperature (RT) for 30 min before antibody incubation.

For dual labelling of cathepsin and macrophage, the sections were co-incubated with mouse anti-IBA1 (1:100, Abcam, ab283319) and rabbit anti-CTSB (1:200, Abcam, ab214428) or anti-CTSD (1:200, Abcam, ab75852) at 4 °C overnight followed by incubation with CoraLite488-conjugated donkey anti-mouse IgG (1:100, ProteinTech, SA00013-5) and Cy3-conjugated donkey anti-rabbit IgG (1:100, Servicebio, GB21403) at room temperature for 1 h. The sections were mounted with antifade mounting medium with DAPI (Beyotime) for nuclear staining.

For triple labelling of cathepsin, macrophage and hepatic stellate cells (HSCs), the sections were firstly incubated with rabbit anti-Desmin (1:200, Abcam, ab15200) at 4 °C overnight followed by incubation with HRP-conjugated anti-rabbit IgG. Then FITC-Tyramide (Servicebio, G1222) was used according to the manufacturer's instructions for fluorescent labeling of desmin. Second-round antigen retrieval in citrate solution was implemented to remove anti-Desmin and anti-rabbit antibodies, followed by co-incubated with mouse anti-IBA1 (1:100, Abcam, ab283319) and rabbit anti-CTSB (1:200, Abcam, ab214428) or anti-CTSD (1:200, Abcam, ab75852) at 4 °C overnight, as well as incubation with Dylight405-conjugated donkey anti-rabbit IgG (1:100, Yeasen,

34204ES60) and Cy3-conjugated goat anti-mouse IgG (1:200, Servicebio, GB21301) at room temperature for 1 h.

The fluorescence images were captured by using a Leica TCS SP8 confocal microscope system.

### **Immunocytochemistry**

BMDMs and RAW 264.7 cells were fixed with 4% paraformaldehyde, permeabilized with immunostaining permeabilization buffer (Beyotime) and blocked with 5% bovine serum albumin (BSA) in PBS. Afterwards, cells were sequentially incubated with anti-PREP (1:200, Abcam, ab58988) at 4°C overnight and Alexa Fluor 488 goat anti-rabbit (1:100, Abcam, Cat# ab150077) or Alexa Fluor 594 goat anti-rabbit (1:100, CST, 8889) IgG secondary antibody for 1 h at room temperature. The coverslips were mounted with antifade mounting medium with DAPI (Beyotime) for nuclear staining. For mitochondrial labelling, cells were cultured in the culture medium with 200 nM Mitotracker Red CMXRos (Invitrogen) for 15 min prior to fixation of cells. Images were captured by using a Leica TCS SP8 confocal microscope system.

### **Small interfering RNA (siRNA) treatment**

The siRNA targeting PREP (sense: CCCGUAUUCUUGGCUUGAATT, anti-sense: UUCAAGCCAAGAAUACGGGTT) and the negative control (sense: UUCUCCGAACGUGUCACGUTT, anti-sense: ACGUGACACGUUCGGAGAATT) at the concentration of 20 µM were obtained from GenePharma. Transfection was performed using Advanced DNA/RNA Transfection Reagent (Zeta Life) according to the manufacturer's instructions. Briefly, NIH-3T3 cells in 12-well plates were transfected with siRNA targeting *Prep* negative control (5 µl/well) for 24 h.

### **Plasmid constructs and luciferase assay**

For construction of *Ctsb* promoter reporter vector, a dual-luciferase reporter vector was first constructed by cloning *hRluc*-neo gene and upstream promoter from pmirGLO vector into pGL3-Basic vector (Promega). The promoter region of murine *Ctsb* (−262 to 538 bp) was then synthesized by Sangon Biotech and cloned into the reporter vector. For construction of PREP overexpression plasmid, cDNA of murine PREP was cloned into pcDNA3.1-MCS-EF1-ZsGreen1 (Genomeditech). Transfection was performed using Advanced DNA/RNA Transfection Reagent (Zeta Life) according to the

manufacturer's instructions. For gene expression detection, NIH-3T3 cells in 12-well plates were transfected with PREP overexpression or control plasmid (4 µg/well) for 24 h. For luciferase assay, NIH-3T3 cells in 24-well plates were transfected with PREP overexpression or control plasmid (2 µg/well) for 24 h, followed by transfection with *Ctsb* promoter reporter vector (2 µg/well) for 24 h; then cell extracts were prepared, and the luciferase activity was measured by the Dual Luciferase Reporter Gene Assay Kit (Yeasen, 11402ES60).

### **Invasion assay**

The cell invasion assay was performed using a 24-well Transwell chamber with 8 µm pore size insert and pre-coated Matrigel Matrix (356234, Corning). BMDMs were harvested and suspended in 200 µl serum-free RPMI 1640, then  $5 \times 10^4$  cells were seeded into upper chamber. The lower chamber was filled with 600 µl RPMI 1640 containing 10% FBS. After incubation in 5% CO<sub>2</sub> incubator for 24 hours, the non-invading cells on upper surface were removed by wiping the membrane with a cotton-tipped swab. The invading cells on the lower surface were fixed with 4% paraformaldehyde and stained with a 0.5% crystal violet solution. Images were randomly captured by using an Olympus IX73 inverted microscope system. The number of cells was counted in three randomly selected fields.

### **Phagocytosis assay**

Phagocytosis was assessed with the Phagocytosis Assay Kit (Cayman Chemical, 500290). BMDMs were incubated for 12 h at 37 °C with FITC-labeled rabbit-IgG latex beads (1:200). Then the cells were harvested, suspended in PBS and measured with the Cytoflex S flow cytometer (Beckman). By using FlowJo 10, the singlets were gated, and median fluorescence intensity (MFI) on FITC channel was quantified. The relative MFI was calculated as the ratio between the MFI of each latex-bead-treated cell sample against the MFI of the cell sample without latex bead treatment.

### **Reference**

1. Ostuni, R. *et al.* Latent enhancers activated by stimulation in differentiated cells. *Cell* **152**, 157-71 (2013)
2. Guilliams, M. *et al.* Spatial proteogenomics reveals distinct and evolutionarily conserved hepatic macrophage niches. *Cell* **185**, 379-96.e38 (2022)

a

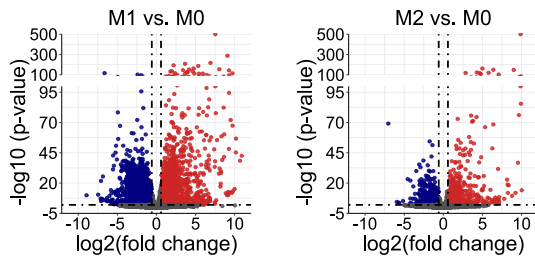

b

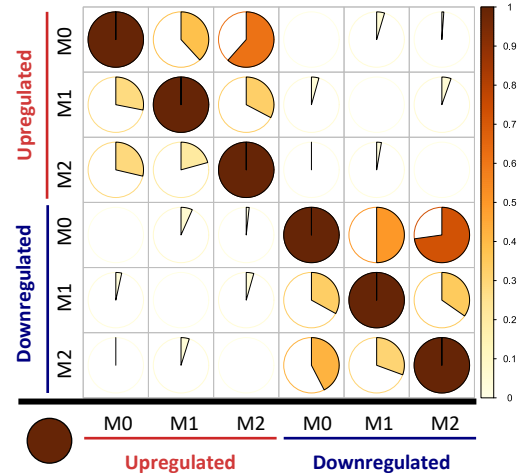

**Supplementary Fig. 1 Changes in the transcriptome of murine bone marrow-derived macrophages (BMDMs) under M1/M2-polarization and *Prep* gene ablation.**

(a) Volcano plots for differentially expressed genes (DEGs) between M1 and M0 *Prep*<sup>+/−</sup> BMDMs (left panel), as well as between M2 and M0 *Prep*<sup>+/−</sup> BMDMs (right panel).

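A volcano plot sets each gene's log2 fold change against the size of its p-value. In *Prep*+/- BMDMs, leaving out 1 library at a time gave 1834 to 2039 higher and 2339 to 2596 lower genes for M1 against M0, and 622 to 672 higher and 633 to 756 lower genes for M2 against M0.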

(b) Pie plots showing the proportion of shared genes between two DEG sets (*Prep*-knockout-induced upregulated or downregulated DEGs under M0, M1 or M2 state) in either gene sets.

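The pie plots express each overlap as a share of either DEG set. Recomputed from the counts, the genes higher in both M0 and M1 numbered 564, which is 30.5% of the M0 set and 38.2% of the M1 set. The genes lower in both numbered 625 (30.3% and 51.1%). M0 and M2 shared 493 higher genes, 26.7% of the M0 set and 64.4% of the M2 set, and 868 lower genes (42.0% and 73.5%). M1 and M2 shared 263 higher genes (17.8% of M1 and 34.3% of M2) and 378 lower genes (30.9% and 32.0%). The shares of genes in opposite directions were between 0.630% of the genes lower in M0 that were higher in M2 and 7.05% of the genes higher in M1 that were lower in M0.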

a

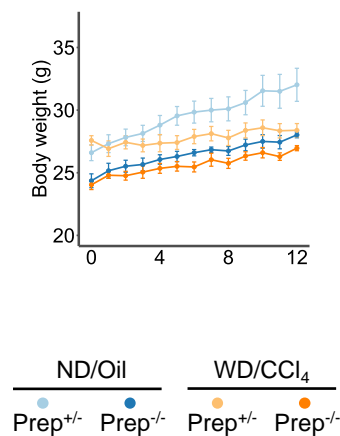

b

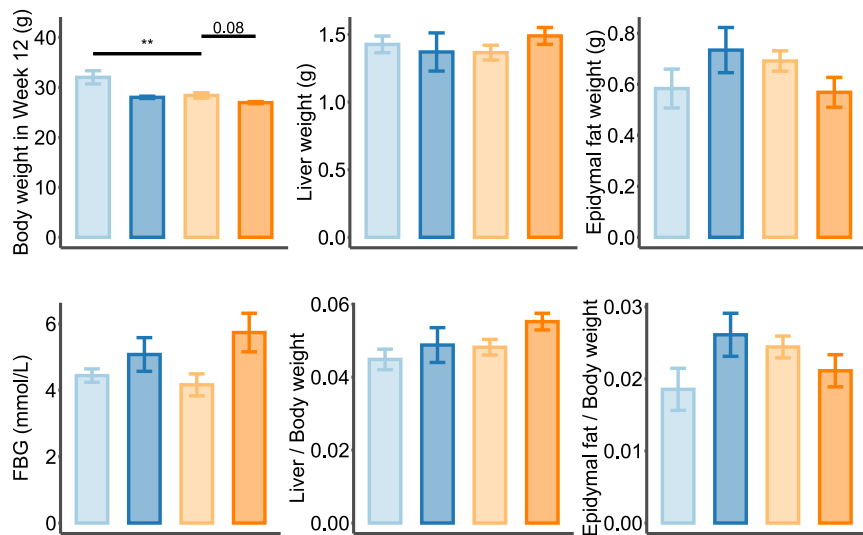

**Supplementary Fig. 2 Changes in metabolic indices of mice with WD/CCl<sub>4</sub> treatment and/or *Prep* gene ablation.**

(a) Changes in body weight of *Prep*<sup>+/−</sup> and *Prep*<sup>−/−</sup> mice treated with WD/CCl<sub>4</sub> or ND/Oil for 12 weeks.

(b) Body weight in week 12, liver weight, epidymal fat weight, fasting blood glucose (FBG), liver per body weight ratio and epidymal fat per body weight ratio in *Prep*<sup>+/−</sup> and *Prep*<sup>−/−</sup> mice treated with WD/CCl<sub>4</sub> or ND/Oil. Results were compared by one-way ANOVA and LSD (least significance difference) post-hoc test. Data information: n = 10 for WD/CCl<sub>4</sub>-treated *Prep*<sup>+/−</sup> mice group, n = 8 for WD/CCl<sub>4</sub>-treated *Prep*<sup>−/−</sup> mice group, n = 5 for ND/Oil-treated groups. Bars represent mean ± SEM. \*p < 0.05, \*\*p < 0.01.

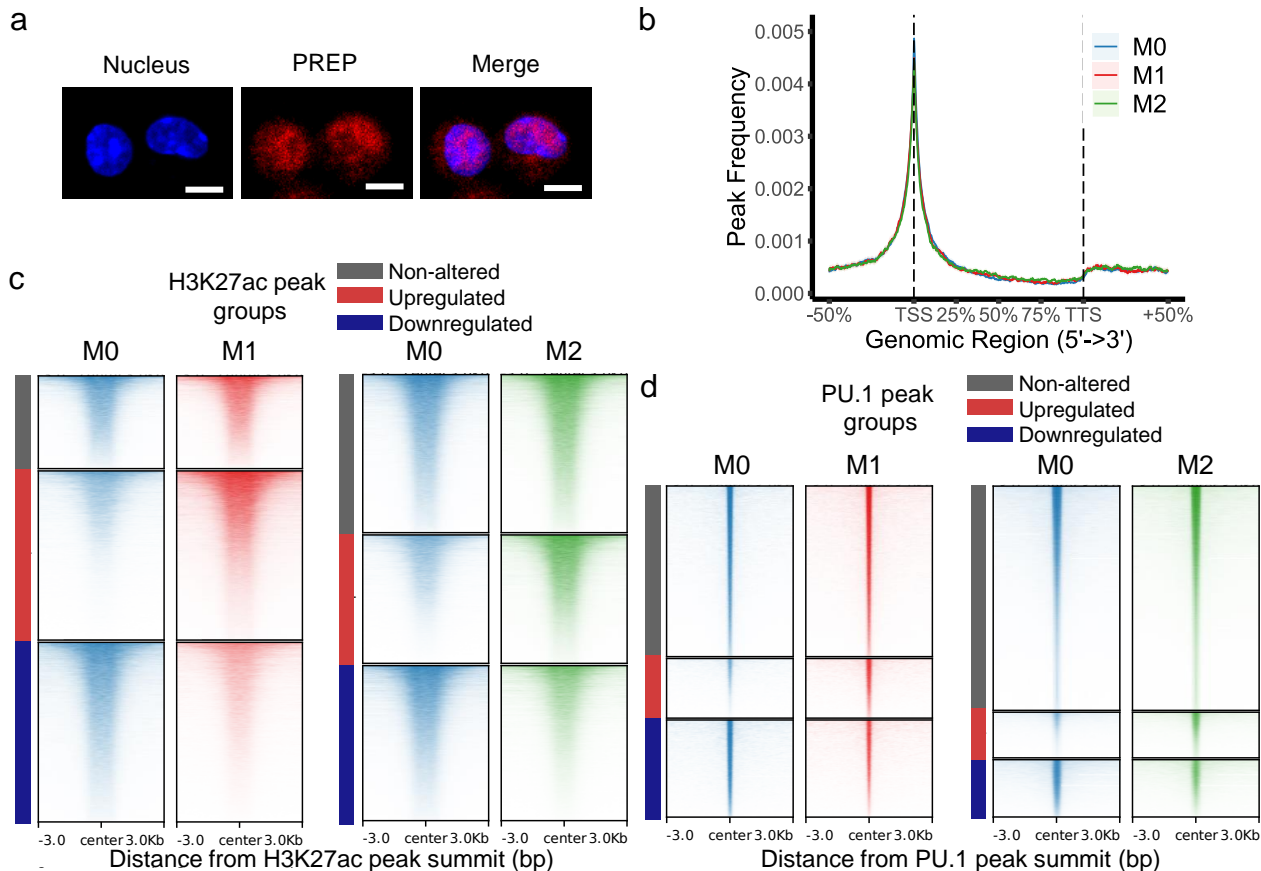

**Supplementary Fig. 3 The nuclear localization of prolyl endopeptidase is associated with transcription regulation-related genomic regions in macrophages.**

(a) Confocal immunofluorescence images showing the subcellular localization of prolyl endopeptidase (PREP) in unstimulated RAW264.7 cells. Nucleus are labeled by DAPI (blue). Scale bar indicates 5  $\mu$ m.

(b) Metagene profile of PREP CUT&Tag peaks around genic regions in BMDMs under M0, M1 or M2 state. TSS, transcription start site; TTS, transcription termination site.

(c-d) The average enrichment profile and heatmap of H3K27ac (c) and PU.1 (d) ChIP  $\pm$  3kb around differential H3K27ac ChIP peaks during M1/M2 polarization of BMDMs.

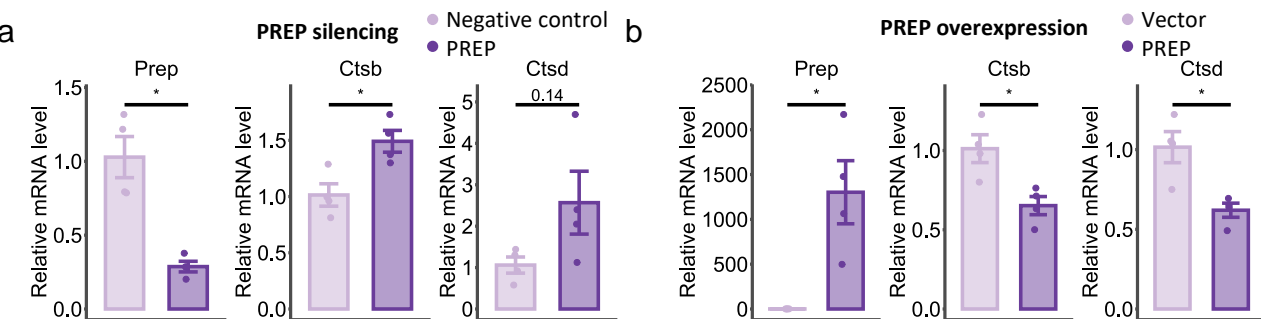

**Supplementary Fig. 4 PREP inhibits *Ctsb* and *Cttd* expression in NIH-3T3 cells.**

(a-b) Relative mRNA levels of *Prep*, *Ctsb* and *Cttd* in NIH-3T3 cells transfected with siRNA targeting PREP or negative control siRNA (a), and in NIH-3T3 cells transfected with PREP overexpression plasmid or control plasmid (b). Results were compared by unpaired two-tailed Student's t-test.

Data information: n = 4 for each group. Bars represent mean  $\pm$  SEM. \*p < 0.05.

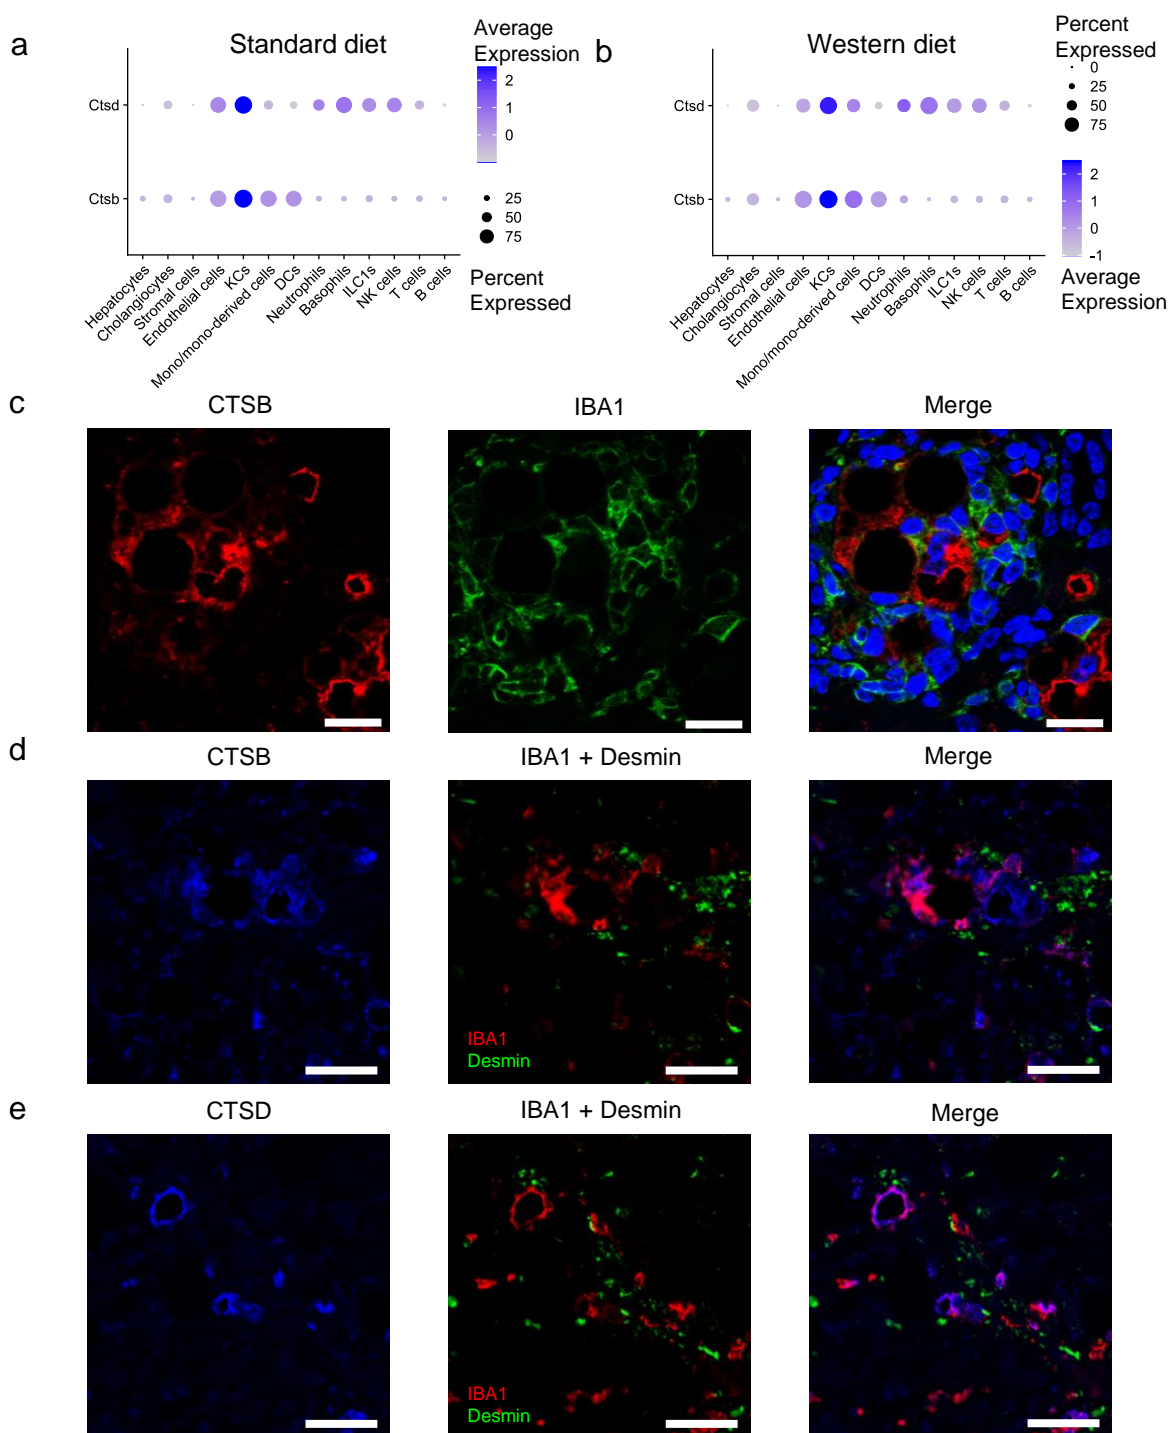

**Supplementary Fig. 5 Cathepsin B and cathepsin D in liver microenvironment are predominantly expressed and secreted by macrophages.**

(a-b) *Ctsb* and *Ctsd* expression in scRNA-seq of liver from mice on either standard diet or western diet.

(c) Zoom-in representative immunofluorescence image showing the close proximity of the aggregated cathepsin B (red) and IBA1-labeled macrophages (green) in liver section of *Prep*<sup>-/-</sup> mice treated with WD/*CCl*<sub>4</sub>. Nucleus are labeled by DAPI (blue). Scale bar indicates 15 μm.

(d-e) Representative immunofluorescence image showing the tissue distribution of two cathepsin members (blue), i.e. CTSB (d) and CTSD (e) in liver sections of mice treated with WD/*CCl*<sub>4</sub>. Macrophages and hepatic stellate cells are labelled by IBA1 (red) and Desmin (green). Scale bar indicates 30 μm.

How the deposited data were processed for this re-analysis (not part of the article)

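Bulk RNA-seq measured mRNA in BMDMs of *Prep*+/- and *Prep*-/- mice in the M0, M1 and M2 states, with 3 biological replicates in each of the 6 groups. Samples were grouped by the genotype and state that the sample labels and the paper both give, and the replicate numbers are those of the sample labels. Every column of the deposited table matched 1 sample, and 0 sample columns were left without one.

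The authors trimmed the reads, aligned them to GRCm39 and made a table of counts per gene, which they deposited without normalization. The values are whole-number counts for 16314 gene symbols in 18 libraries. Steps on the reads, such as trimming, alignment and the assignment of reads to genes, are inherited from the authors and were not repeated. Everything after the counts was computed here. The total per library lay between 19068237 and 22598279 counts.

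Genes were kept with edgeR's filterByExpr on the 6 groups, which left 12021 genes. Libraries were scaled by TMM, and the TMM factors ranged from 0.818 to 1.20. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with Benjamini-Hochberg adjustment, fitted to all 18 libraries with 1 coefficient per group. The common biological coefficient of variation was 0.167 and the prior degrees of freedom were 4.47. DEGs had an adjusted p under 0.05 and a fold change over 1.5. The paper used DESeq2, which was run as an alternative (DESeq2 1.42.0, Wald test). A group was treated as at the floor when all its libraries had 3 counts or fewer, and a fold change against it is given as a lower bound. Floors and standard errors of single libraries cover counting error only. The knockout comparison was made within each state, polarization was tested within each genotype, and the difference of the knockout effect between states was tested as an interaction.

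The genes named are those the paper names in the RNA-seq results or as partners, and in each state the 2 DEGs with the largest rise and the 2 with the largest fall among DEGs with a mean of at least 5 CPM and no overlap between the genotypes' libraries. The main test, this rule, the 24 gene lists and the alternatives were fixed before the data were examined, and the alternatives with a length correction or with a replicate block in a part of the libraries were added later. *Dmwd*, *Alb*, *Apoa1*, *Col1a1* and *Col1a2* and a list of hepatocyte genes were chosen after their values, or those of a part of them, had been seen. Of the 24 lists, 14 are pathway lists, written from general knowledge because KEGG was not used here, and tested with limma's camera at an inter-gene correlation of 0.01, fry, and fgsea 1.28.0 as preranked GSEA. PCA used log2 CPM with a prior count of 2.

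Of the gene symbols, 15667 matched the annotation of GRCm39 used for positions, 6 matched through an older symbol and 641 did not match, and 27 matched several loci. That annotation may not be the release the authors used. Near-identical copies were searched with blastn 2.17.0 among transcripts. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

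The tests were tested on simulated counts for 12021 genes with 200 of them changed. The edgeR test recovered 96.5% of the changed genes, and 4.93% of its calls were not changed genes. DESeq2 recovered 97.5%, with 8.88% of its calls not changed. In an unchanged comparison, edgeR called 1 gene. The real knockout comparisons called 16.2% to 32.6% of the genes, and genes there can move together. These rates therefore do not measure the accuracy of the real calls, and they do not rank edgeR against DESeq2.

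Between 13096 and 13807 genes were detected per library. The 20 most abundant genes held 13.9% to 23.2% of the counts. Replicates of every group differed by more than sampling noise, so none was counted as a repeat of another. The libraries were checked for RNA of other cells with marker lists. The sum of each list in CPM, as lowest, median and highest library, was 10998, 26288 and 50269 for macrophage markers, 30.8, 64.2 and 154 for granulocyte precursor markers, 0, 0.571 and 32.1 for erythroid markers, 0.972, 4.32 and 12.0 for B cell markers, 0.184, 0.771 and 4.86 for T cell markers, 0, 0.0510 and 0.833 for mast cell and basophil markers, 0.0925, 15.3 and 20.0 for stromal markers, 0.102, 0.845 and 2.73 for dendritic cell markers, and 117, 165 and 206 for sex markers.

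Replicates share the numbers 1 to 3 across groups. Deviations from the group means correlated between libraries of the same number at 0.249, 0.255 and 0.462 in the M2 knockout comparison, and at 0.201, 0.169 and 0.259 in M1 against M0 in *Prep*-/- BMDMs, so that the pairing by number was taken up as a replicate block in those comparisons. It comes from these correlations alone, since neither the paper nor the labels say what a number marks.

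Alternatives to the main setting were DESeq2, DESeq2-type size factors, other filters on low counts, only the libraries compared, other fold change criteria, a replicate block, a correction for transcript length, and leaving out each library in turn. For the lists they were an estimated correlation, fry, preranked GSEA and lists without shared genes. CUT&Tag, liver tissue, NIH-3T3 cells and the assays of phagocytosis and invasion were not analysed here.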

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

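The tests in this part of hepatocyte genes, of the collagen genes, of the genes around *Dmpk* and of transcript length were chosen only after the results they concern had been seen.

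The knockout effect was compared between states. An interaction test gave 2956 genes with an edgeR adjusted p under 0.05 for the effect in M1 minus that in M0, 1159 for M2 minus M0 and 1663 for M2 minus M1. Leaving out 1 library at a time gave 2058 to 3538, 516 to 1551 and 1058 to 2056 genes, with the lowest M2 minus M0 count without *Prep*+/- M0 replicate 2 and the lowest M2 minus M1 count without *Prep*+/- M1 replicate 2. In relabellings of the libraries, 2 of 33 gave as many genes for M1 minus M0, 4 of 33 for M2 minus M0 and 1 of 33 for M2 minus M1, the real labels included. The others that gave as many kept the genotypes apart in 1 of the states. There were 1, 9 and 4 such relabellings, with up to 3524, 2959 and 716 genes, and they leave a real knockout effect of that state in the difference. The other relabellings mixed the genotypes in both states, which puts the knockout effect into the spread within groups, so that their counts say nothing on the difference between states. Against a difference in the sex of the mice as the cause, all 18 libraries had Y-linked counts, with *Ddx3y* between 731 and 1393, *Eif2s3y* between 1225 and 2062, *Uty* between 252 and 636 and *Kdm5d* between 118 and 568. Of these 2956, 1159 and 1663 genes, 86.1%, 94.0% and 91.1% were still called in the same direction after a transcript length trend of each library was removed, so that this trend was not the whole cause. A state-dependent effect of the knockout stays open, as do differences between the cultures of a group.

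Of the genes named, *Il1b* had a knockout effect lower by 4.27 on the log2 scale in M1 than in M0 (difference -4.27, standard error 0.61, edgeR adjusted p = 1.79e-04). The difference lay between -4.63 and -3.41 over its alternatives, the smallest without *Prep*-/- M0 replicate 1. *Mrc1* had opposite effects in M2 and M0, with a difference of -1.40 (standard error 0.24, edgeR adjusted p = 0.00266) and a range of -1.56 to -1.23. The effect on *Mrc1* in M2 also lay below that in M1 (difference -1.26, edgeR adjusted p = 0.00315). *Ctsk* was raised by the knockout in M2 and not past the threshold in M0, with a difference of 1.18 (range 1.09 to 1.35). Every alternative run for the 3 differences from M0 kept its call, while that between M2 and M1 was not recomputed under alternatives. The length correction was among these alternatives, the sex test above applies to them as well, and annotated genes overlap *Il1b* and *Mrc1*. Other named genes also passed, some with larger differences. *Ednrb* in M2 minus M1 was at -5.51 (edgeR adjusted p = 1.62e-06) and *Fxyd2* in M1 minus M0 at -4.99 (1.13e-04). *Dmpk* in M1 minus M0 was at 3.90 (2.00e-06) and *Il1b* in M2 minus M0 at -3.24 (0.0365). *Chil3* in M2 minus M1 was at 1.73 (0.0195). These are not all such genes, and their differences were not recomputed under alternatives.

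*Spi1* (chromosome 2 of GRCm39, 90912562 to 90946101), which encodes the transcription factor PU.1 and is overlapped by Gm74878, had normalized counts of 7160 ± 459 in *Prep*+/- M0 and 9248 ± 1320 in *Prep*-/- M0, 13660 ± 1382 and 12356 ± 1051 in M1, and 8736 ± 513 and 9519 ± 748 in M2 (SD, n = 3 each). The knockout effect in M1 minus that in M0 was -0.51 (standard error 0.17, edgeR adjusted p = 0.0356). It ranged from -0.63 to -0.37, with an adjusted p of 0.00779 to 0.0956, and 10 of 20 alternatives kept the call. It was lost without *Prep*+/- M0 replicate 2 (0.0676) or 3 (0.0956), *Prep*-/- M0 replicate 1 (0.0884) or 3 (0.0511), *Prep*+/- M1 replicate 2 (0.0841) or 3 (0.0835), *Prep*-/- M1 replicate 2 (0.0835) or 3 (0.0577), with no filter on low counts (0.0565) and with the length correction (0.0555). The single effects were 0.37 in M0 (edgeR adjusted p = 0.0175), -0.14 in M1 (0.356) and 0.12 in M2 (0.485). The M0 call was lost without *Prep*+/- M0 replicate 2 (0.0550) or 3 (0.0923), without *Prep*-/- M0 replicate 1 (0.0902) and with only the libraries compared (0.0770), in a range of 0.00409 to 0.0923.

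A signal outside the genes the paper discusses was that of *Dmpk* in *Prep*-/- BMDMs, with a log2 fold change of -6.22 in M0 and of -2.32 in M1 (edgeR adjusted p = 5.26e-06). Its neighbour *Dmwd* (chromosome 7 of GRCm39, 18809997 to 18816706), named after its values were seen, changed by -3.25 in M0, -1.13 in M1 and -3.11 in M2. A change of the whole region would lower the genes around both. Of the nearest tested genes, 8 at each side and 15 without *Dmwd*, 0 were DEGs with lower expression in all 3 states (2 at an unadjusted p under 0.05), and their median log2 fold change was -0.23 in M0, -0.22 in M1 and -0.10 in M2. This argues against a change of the whole region of the size seen in *Dmpk*. *Dmpk* shares a stretch of 91.0% identity over 156 nt with Gm62879, so that a part of its reads may be assigned differently by another counting. A knockout effect limited to these genes stays open and was not tested further.

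Interferon-stimulated genes, which the paper does not discuss for M0, were higher in *Prep*-/- M0 BMDMs. The median log2 fold change of the 44 genes was 1.65 (camera adjusted p = 1.10e-15), with 42 DEGs, all higher (0 genes were lower at an unadjusted p under 0.05), and all 44 genes rising. With the correlation estimated per list, the adjusted p was 0.196, in a range of 9.74e-20 to 0.196 over the alternatives. Among the 10 splits of the 6 M0 libraries, 2 gave as small a p for this list, a p that ranks the list against other genes and does not measure the size of its change. The median was at most 0.84 in size in the other splits. Over all pathway lists, 5 of the 10 splits in M0, 1 of 10 in M1 and 4 of 10 in M2 gave as many lists past the threshold, and with 3 libraries against 3 the share cannot fall under 10%. In M1 the list was also higher (median 0.79, camera adjusted p = 2.57e-09, 27 DEGs, all higher, with 0 genes lower at an unadjusted p under 0.05), but 4 of 10 splits gave as small a p, the median of another split reached 0.62 in size, and the adjusted p was 0.370 with the correlation estimated per list, in a range of 2.32e-13 to 0.370. In M2 it did not pass (median 0.12, camera adjusted p = 0.108), except with fgsea (0.0410), without *Prep*+/- M2 replicate 1 (0.00108) and without *Prep*-/- M2 replicate 3 (0.0194), in a range of 0.00108 to 0.784. The other splits mix the genotypes, so the 10 splits do not decide between an effect of the knockout and a difference between cultures. In M0, the fit to all 18 libraries called 42 of the 44 genes, all higher. For each gene called, the M0 difference exceeded the spread between replicates that the fit estimated over all groups. Genes that move together do not count as separate tests, and the list did not pass with the correlation estimated per list. The calls therefore do not exclude the spread between replicate cultures as the source of the M0 rise. An effect of the knockout and a difference shared by all cultures of a genotype both stay open. In M1 the spread between cultures stays open as well.

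In *Prep*-/- M0 replicate 3, *Alb* (chromosome 5 of GRCm39, 90608647 to 90624696), the albumin gene of hepatocytes, had 256 counts, against at most 2 in every other library, and *Apoa1* (chromosome 9, 46139878 to 46142212) had 18 against at most 1. If RNA of hepatocytes were present, other hepatocyte genes would be highest there too. Of 36 such genes, listed without these 2, 32 were highest in that library, 25 of them had 0 counts in all others, and their counts summed to 378 against at most 141 elsewhere. *Cyp3a11* had 28 counts, *Ahsg* 26, *Gc* 23 and *Ttr* and *Fga* 18 each, and 0 in the others. Genes of 1 library are not independent replicates, so no p is given. The values are consistent with a trace of hepatocyte RNA or of reads from a liver library in that library. No biological explanation was tested.

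*Col1a1* (chromosome 11, 94827050 to 94843868) and *Col1a2* (chromosome 6, 4504814 to 4541555), collagen genes of stromal cells, together had 317, 291 and 285 counts in *Prep*+/- M0, 305, 272 and 5 in *Prep*-/- M0, 274, 267 and 248 in *Prep*+/- M1, 117, 254 and 9 in *Prep*-/- M1, 3, 2 and 285 in *Prep*+/- M2, and 17, 88 and 111 in *Prep*-/- M2, for replicates 1 to 3. A spread of this size within groups does not follow the conditions. RNA of a few stromal cells in the cultures, or reads of another library, could each give it. The largest over the smallest collagen CPM among the *Prep*+/- M0 and M1 libraries was 1.35, an evenness that either could give, so the sources cannot be told apart.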

How the results depend on the processing

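The length correction and the replicate block in a part of the libraries were chosen only after the data had been seen. Outside the leave-one-out fits, the results that answer a main question kept their direction and side of the threshold, or their count within 1.5 times, in 384 of their fits, moved in 55 (46 counts by over 1.5 times and 9 shares of principal components by more than the SD of the leave-one-out fits), and became weaker in 8, stronger in 3 and reversed in 4. In the leave-one-out fits, 534 were the same, 41 moved and 1 became weaker. Of the 41, 17 were counts that moved by over 1.5 times and 24 were shares of principal components that moved by more than their SD but by at most 1.17 times. For the single genes and further lists, 445 fits were the same, 10 weaker, 7 stronger and 5 reversed, and in the leave-one-out fits 403 were the same, 29 weaker, 5 stronger and 7 reversed. The effect on *Prep* itself was past the threshold in every fit. DESeq2 and RLE size factors moved no count of DEGs by over 1.5 times.

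The glmTreat test asks for a fold change over 1.5 with confidence and by construction calls fewer genes. It gave 837 higher and 1133 lower genes for the knockout in M0, 361 and 273 in M1, and 228 and 495 in M2. For M1 against M0 it gave 1313 and 1643 genes in *Prep*+/- and 1627 and 1585 in *Prep*-/-, and for M2 against M0 374 and 298 in *Prep*+/- and 951 and 947 in *Prep*-/-. In the overlap of higher genes it gave 599 for M0 only, 227 for M1 only, 62 for M2 only, 90 for M0 and M1, 122 for M0 and M2, 18 for M1 and M2 and 26 for all 3 states. In the overlap of lower genes it gave 130 for M1 only, 111 for M2 only, 58 for M0 and M1, 299 for M0 and M2, 10 for M1 and M2 and 75 for all 3 states, and 21 genes in opposite directions. With no fold change minimum, which by construction calls more genes, the knockout gave 2922 higher genes in M0, 2372 higher and 1998 lower in M1 and 1394 higher in M2. M2 against M0 gave 1124 higher genes in *Prep*+/- and 2657 in *Prep*-/-. The overlap of higher genes had 324 for M2 only, 650 for M0 and M1, 494 for M0 and M2, 137 for M1 and M2 and 439 for all 3 states, that of lower genes 884 for M1 only, 532 for M0 and M1, 87 for M1 and M2 and 495 for all 3 states, and 521 genes lay in opposite directions.

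With only the libraries compared in the fit, the interaction of M2 minus M0 had 583 genes, with fewer samples to estimate the spread. With genes at 10 or more counts in every library, fewer genes were tested. The genes higher in M2 only numbered 121, the second principal component held 20.4%, and the IL-17 and cytokine lists in M1 both had an adjusted p of 0.518, the cytokine list in the reversed direction.

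In the PCA, the 500 most variable genes gave 68.3%, 16.2% and 8.96%, normalized counts without a log 81.6%, 8.88% and 6.15%, and unit variance 32.1% and 22.7% for the first and second components. Without a log, abundant genes have the largest variance by construction.

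With the correlation estimated per list, the adjusted p was 0.370 for DNA replication, steroid biosynthesis, ribosome and IL-17 in M1, 0.131 for the spliceosome in M1, and 0.181 for the antigen and zinc finger lists in M2. In M0 it was 0.167 for the lysosome list (camera 3.81e-04) and 0.240 for zinc finger genes (camera 1.73e-05), while DNA replication stayed past it. The cholesterol list in M1 passed with fry (0.00309) and fgsea (0.00190), and the cytokine list with fgsea (0.00528). Without shared genes, the IL-17 list (0.842) and the cytokine list (0.692) were reversed in M1. The cause was not tested.

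Near *Prep*, the odds ratio for genes changed in all 3 states was 1.83, and for DEGs of any state it was 0.968 (Fisher's exact test, p = 0.927), on the other side of 1. The cause was not tested.

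The knockout effect on *Ctss* in M2 minus that in M0, near 0 in the main setting (-0.0013), was 0.0117 with DESeq2, 0.0098 with RLE size factors and 0.0010 with no filter, and from -0.11 to 0.25 across the fits that left out 1 library. For *Ctsb* in M2 against M0 in *Prep*+/- the latter range was -0.030 to 0.039. Such signs carry no direction.

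With 1 library left out at a time, the knockout gave 961 to 1518 higher and 781 to 1346 lower genes in M1, and the interactions 516 to 1551 genes for M2 minus M0 and 1058 to 2056 for M2 minus M1. The higher genes of M1 only ranged from 508 to 907, of M2 only from 131 to 262 and of all 3 states from 131 to 305. The lower genes of M1 only ranged from 330 to 708, of M2 only from 164 to 310, of M0 and M1 from 193 to 371 and of M1 and M2 from 33 to 88. The components held 47.9% to 52.9%, 16.8% to 19.0% and 13.5% to 16.7%. The IL-17 list in M1 ranged from 0.00667 to 0.0530, the last without *Prep*-/- M1 replicate 2. *Retnla* in M2 minus M0 was 1.82, not past the threshold, and 3.35 without *Prep*-/- M0 replicate 1 (edgeR adjusted p = 0.0236, range 0.0236 to 0.353).

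Outside the comparisons treated as paired, the correlations of libraries with the same number were -0.107, -0.0393 and -0.315 for the knockout in M0. They were 0.101, 0.00970 and 0.0689 in M1. For M1 against M0 in *Prep*+/- they were -0.269, 0.0799 and -0.0595. For M2 against M0 they were 0.245, -0.0758 and 0.137 in *Prep*+/- and 0.0598, 0.176 and 0.00963 in *Prep*-/-. In these comparisons the libraries are known only to share a number. The replicate block brought *Retnla* in M2 past the threshold (adjusted p = 0.0470 in all 18 libraries, 0.00231 in the M2 libraries alone and 0.00259 with the length correction added) and changed no other call of a gene or list. It moved no count of calls by over 1.5 times. The *Ctss* difference of M2 minus M0 was 0.017 with the block and 0.024 with the block within genotype, against a value near 0 without it. *Retnla* also passed with only the libraries compared (0.0127), the length correction (0.0339) and no filter (0.0479), out of a range of 0.00231 to 0.179.

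The depth limits *Nos2* and *Il6* in *Prep*+/- M0, where all libraries had 3 counts or fewer and allow only lower bounds.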

Differences from the paper's values

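The first principal component held 50.6% of the variance here, against the paper's about 82% in Fig. 1b, read by eye. The second held 17.4% against the paper's about 8.7% in Fig. 1b, and the third 15.8% against the paper's about 6.2% in Fig. 1b. Of the alternatives set before the data were examined, normalized counts without a log gave 81.6%, 8.88% and 6.15%, close to all 3 of the paper's values. With the 500 most variable genes the first (68.3%) and the third component (8.96%) came within 1.5 times of the paper's values without reaching them, and the second (16.2%) did not. Unit variance, the filter of 10 counts in every library, a prior count of 0.5 and each of the 18 fits that left out 1 library brought none within 1.5 times.

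The paper marks *Tnf* in M1 as not significant in Fig. 1c, at about 0.07, while edgeR's adjusted p was 0.0407 here. DESeq2's Wald test gave 0.0649, and the call was also lost in 5 fits that left out 1 library and with the length correction (0.0585), which was chosen after seeing the values, in a range of 4.53e-04 to 0.141. *Retnla* in M2 is at about 0.13 in Fig. 1c and at 0.0562 here.

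The paper's results name *Mrc1* as lower after *Prep* ablation. This held in M2 (log2 fold change -0.65), while in M0 (0.75) and M1 (0.61) *Mrc1* was higher. The paper's discussion gives *Arg1* and *Mrc1* as raised and *Chil3* and *Retnla* as lowered after *Prep* ablation, the opposite of its results section and of the values here in M2 (-2.30, -0.65, 1.61 and 1.40).

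The paper gives *Ctss* as induced by M2 polarization in *Prep*+/- BMDMs. Its edgeR adjusted p was 0.0276 here with a fold change of 1.46, so it was not a DEG with the minimum of 1.5, and it was one with no fold change minimum.

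The paper lists cholesterol metabolism as activated and cytokine-cytokine receptor interaction as suppressed in M1. The paper ran GSEA on KEGG pathways, while the lists here were written from general knowledge and the main test was camera. Neither list passed with camera (adjusted p = 0.108 and 0.327). With fgsea, the paper's type of test, both passed in the paper's direction (adjusted p = 0.00190 and 0.00528). The cholesterol list also passed with fry (0.00309).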

Other observations

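The tests of the ribosome list, of transcript length and of single splits of lists in this part were chosen only after the results had been seen.

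For the counts of DEGs, the 6 libraries of each comparison can be split into 2 groups of 3 in 10 ways, so the share of splits cannot fall under 10%. In each of the 7 comparisons (the knockout in M0, M1 and M2, and M1 and M2 against M0 in each genotype), 1 of the 10 splits gave as many DEGs, the real one. The other splits put the difference between the real groups into the spread within groups, which lowers their counts by construction. The largest count of another split was 0 in 6 of them and 109 in M2 against M0 in *Prep*-/- BMDMs. At an unadjusted p under 0.05, the other splits gave 79 to 2613 genes for the knockout in M0 against 6598 for the real one, 96 to 1117 against 5582 in M1 and 81 to 2414 against 4430 in M2. For M1 against M0 these were 76 to 778 against 6949 in *Prep*+/- and 557 to 1632 against 7407 in *Prep*-/-, and for M2 against M0 69 to 316 against 3644 in *Prep*+/- and 748 to 2666 against 6136 in *Prep*-/-. In the M2 knockout comparison and in M1 against M0 in *Prep*-/-, libraries were treated as paired by number, from their correlations alone. There, the 4 splits that part as many pairs include the real one, and the others of them gave 0 DEGs.

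A knockout made in cells of another strain can keep that strain's DNA beside the gene, which may change the genes around *Prep* in all states. Within 20 Mb of *Prep*, 9 of 119 tested genes (7.56%) were DEGs in the same direction in all 3 states, against 495 of 11580 (4.27%) elsewhere, an odds ratio of 1.83 (Fisher's exact test, two-sided, p = 0.104). The count is too small to decide, and over the alternatives the odds ratio ranged from 0.968 to 2.05, with p from 0.0676 to 1.00.

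Libraries differed in how counts follow transcript length. Each library's deviation from its group mean was correlated with length over the 97.3% of tested genes that have one. The Spearman correlation across genes ranged from -0.395 to 0.412. For example, it was -0.344, -0.0633 and 0.397 in *Prep*+/- M0 replicates 1 to 3. Deviations from a group mean cancel out over the group, so that opposite signs within a group are built in. A difference between groups cannot appear in them. Genes are not independent replicates, so no p is given. A cause in RNA quality or library preparation was not tested. The trend removed next was that of each library's deviation from the mean of all 18 libraries. It can include differences between groups. Of the DEGs between genotypes in M0, M1 and M2, 94.4%, 86.3% and 94.5% were still called after this trend was removed. Ribosomal protein transcripts are short, and the lower ribosome list in *Prep*-/- M1 may follow from this trend. With the trend removed, the camera adjusted p of the list was 3.47e-08, so the trend was not the whole cause. Of the 10 splits of the M1 libraries, however, 4 gave as small a p for this list, and the median of another split reached 0.35 in size against 0.40. The camera p ranks a list against other genes and does not measure the size of its change. For the other lists in M1, 4 splits gave as small a p for steroid biosynthesis, IL-17 signaling and cholesterol metabolism, 7 for the cytokine list, and 1, the real one, for the spliceosome and DNA replication. In M2 the real split alone gave as small a p for the lysosome, DNA replication, cell cycle, homologous recombination, Fanconi anemia and zinc finger lists, and 2 splits did for antigen processing and presentation. The median of another split was larger in size than the real one for the antigen list in M2 (0.31 against 0.23) and for the cholesterol (0.20 against 0.05) and cytokine lists (0.17 against 0.04) in M1.

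Lists of the M2 claim were also changed in M0. The lysosome list was higher in *Prep*-/- M0 (median log2 fold change 0.27, camera adjusted p = 3.81e-04, 72 of 103 genes rising), and DNA replication was lower (median -1.46, camera adjusted p = 1.59e-15, 1 DEG higher and 28 lower). The first was lost with the correlation estimated per list (0.167, in a range of 1.05e-05 to 0.167). The other lists named for M2 also passed in M0, in the same direction (camera adjusted p at most 9.28e-04). The medians were 0.63 for antigen processing and presentation and 0.33 for zinc finger genes. They were -1.16 for cell cycle, -1.60 for homologous recombination and -0.96 for Fanconi anemia. The zinc finger call was lost with the correlation estimated per list (0.240). Of 10 M0 splits, 4 gave as small a p for the antigen list and 5 for zinc finger genes. Whether the lists differ between states was not tested.

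Among replicates, *Prep*-/- M0 replicate 3 and *Prep*-/- M2 replicate 3 stood apart. The chi-square per gene between replicates was between 9.87 and 120, and pairs with *Prep*-/- M0 replicate 3 reached 112 and 120, and those with *Prep*-/- M2 replicate 3 111 each. *Prep*-/- M2 replicate 3 also held the highest erythroid markers (32.1 CPM, median 0.571). No biological explanation was tested.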
